# Suppression of HIV-TAT and cocaine-induced neurotoxicity and inflammation by cell penetrable itaconate esters

**DOI:** 10.1007/s13365-024-01216-9

**Published:** 2024-06-17

**Authors:** B. Celia Cui, Marina Aksenova, Aliaksandra Sikirzhytskaya, Diana Odhiambo, Elizaveta Korunova, Vitali Sikirzhytski, Hao Ji, Diego Altomare, Eugenia Broude, Norma Frizzell, Rosemarie Booze, Michael D. Wyatt, Michael Shtutman

**Keywords:** HAND, Microglia, Itaconate, Acod 1, Neuroinflammation, HIV, Tat

## Abstract

HIV-associated neurological disorder (HAND) is a serious complication of HIV infection marked by neurotoxicity induced by viral proteins like Tat. Substance abuse exacerbates neurocognitive impairment in people living with HIV. There is an urgent need for therapeutic strategies to combat HAND comorbid with Cocaine Use Disorder (CUD). Our analysis of HIV and cocaine-induced transcriptomes in primary cortical cultures revealed significant overexpression of the macrophage-specific gene aconitate decarboxylase 1 (Acod1). The ACOD1 protein converts the tricarboxylic acid intermediate cis-aconitate into itaconate during the activation of inflammation. Itaconate then facilitates cytokine production and activates anti-inflammatory transcription factors, shielding macrophages from infection-induced cell death. However, the immunometabolic function of itaconate was unexplored in HIV and cocaine-exposed microglia. We assessed the potential of 4-octyl-itaconate (4OI), a cell-penetrable ester form of itaconate known for its anti-inflammatory properties. When primary cortical cultures exposed to Tat and cocaine were treated with 4OI, microglial cell number increased and the morphological altercations induced by Tat and cocaine were reversed. Microglial cells also appeared more ramified, resembling the quiescent microglia. 4OI treatment inhibited secretion of the proinflammatory cytokines IL-1α, IL-1β, IL-6, and MIP1-α induced by Tat and cocaine. Transcriptome profiling determined that Nrf2 target genes were significantly activated in Tat and 4OI treated cultures relative to Tat alone. Further, genes associated with cytoskeleton dynamics in inflammatory microglia were downregulated by 4OI treatment. Together, the results strongly suggest 4-octyl-itaconate holds promise as a potential candidate for therapeutic development to treat HAND coupled with CUD comorbidities.

**Graphical Abstract:**

Model of 4OI-mediated neuroprotection against Tat-Cocaine toxicity. Tat and Tat-Cocaine treatment induce neuronal damage, which is mitigated by 4OI through microglia cells. This cartoon shows the reduction of harmful effects such as pro-inflammatory cytokine release, upregulation of P2R, PDE, and Acod1 by the presence of 4OI. This ester modified itaconate triggers anti-inflammatory responses and activates antioxidant pathways

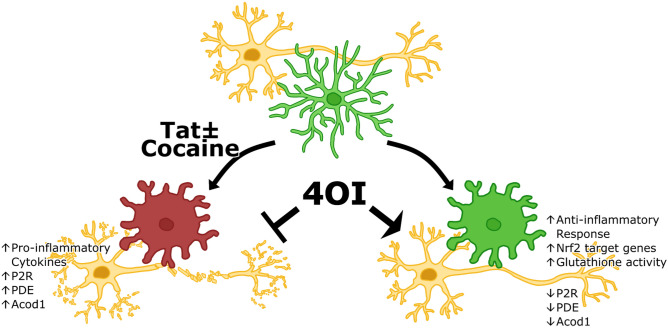

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s13365-024-01216-9.

## Introduction

Human immunodeficiency virus type 1 (HIV-1) affects over 38 million individuals globally and over 1.2 million people in the United States (NIDA). The rise of antiretroviral therapy (ART) has effectively suppressed viral replication in people living with HIV (PLWH) and made the life expectancy of PLWH comparable to that of individuals without HIV infection. Nonetheless, PLWH continue to bear a disproportionately heavier burden of major comorbidities, experiencing these health challenges more than 16 years prior to the general population (Marcus et al. 2020).

One of the most debilitating complications of HIV infection results in neurocognitive dysfunction referred to as HIV-associated neurological disorder (HAND). Despite the advent of ART, nearly 50% of PLWH continue to suffer from HAND. This condition encompasses a spectrum of neurological dysfunctions, spanning asymptomatic neurocognitive impairment and mild neurocognitive disorder, to HIV-associated dementia, which results in severe cognitive deficits and memory loss (Saylor et al. 2016). Given the considerable burden on affected individuals’ quality of life, it is crucial to alleviate the neurotoxicity of HIV infection in the cells of the central nervous system (CNS). Microglial cells, despite being only 15% of total brain cells, play a vital role in HIV infection within the CNS. They serve as the primary site for viral infection and replication, as well as the main reservoir and source of viral latency in the brain. Moreover, microglia contribute significantly to HIV reactivation and the development of a chronic cerebral inflammatory state (Sreeram et al. 2022; Wallet et al. 2019).

Reportedly, all HIV proteins, including transactivator of transcription (Tat), gp120, gag, env, have been shown to exert neurotoxic effects on the progression of CNS pathology (Nath 2002; Yuan et al. 2015). Among these proteins, Tat is considered one of the most toxic, and functions as an early regulatory protein essential for the replication capacity of the virus. Tat mediates HIV gene expression and controls the complex pattern of protein expression necessary for functional viral transcription (Karn and Stoltzfus 2012). Additionally, Tat is highly implicated in intracellular pathways that lead to significant pro-inflammatory cytokine overproduction in macrophages (Ben Haij et al. 2015; Zayyad and Spudich 2015).

Compounding the HIV-associated neuropathology, there is a strong correlation between substance use disorders and the exacerbation of HAND (Beyrer et al. 2010; Gannon et al. 2011). Notably, cocaine, one of the most abused drugs in the US (NIDA 2018), is frequently used among PLWH. The concomitant use of HIV and cocaine has been shown to significantly contribute to HIV pathogenesis. Adding to this, HIV-infected patients with cocaine use disorder (CUD) often experience worsened HAND (Atluri 2016; Avants et al. 1997). Previous studies have revealed that cocaine can activate immune responses and induce the expression of pro-inflammatory cytokines from BV2 microglia cells (Liao et al. 2016). While the combined consequences of Tat and cocaine are multifaceted, our specific focus centers on understanding how the interactions between Tat and cocaine contribute to the induction of neuroinflammation through microglia (Zhao et al. 2022).

Current ART drugs struggle to adequately penetrate blood brain barrier (BBB), are prone to effective removal from brain parenchyma, and as a result, fail to combat HIV reservoir formation and persistence in the brain (Osborne et al. 2020). Regrettably, there is currently no approved therapy available for the treatment of HAND, especially for the neurological consequences resulting from concurrent HIV infection and drug abuse. However, targeting aberrant microglial activity has emerged as a potential therapeutic approach for treating both neurogenerative diseases and drug addiction (Biber et al. 2019; Catale et al. 2019; Liu et al. 2019). As a result, microglia infected with the virus and the resulting inflammatory response triggered by the toxic HIV proteins are increasingly recognized as a disease-associated microglial state that requires further investigation. Previously, we have uncovered that the inhibition of microglial activation via a small molecule inhibitor can protect neurons from the combined Tat and cocaine toxicity, suggesting that microglia can be a valuable target in HAND-CUD treatment (Aksenova et al. 2019).

We observed an increased expression of aconitate decarboxylase 1 (Acod1) based on RNA sequencing analysis of Tat-and cocaine-treated primary cortical cultures. Acod1, also known as immune responsive gene 1 (IRG1), catalyzes the synthesis of itaconate by decarboxylating the tricarboxylic acid cycle intermediate cis-aconitate, which shunts this carbon skeleton out of the TCA cycle (Michelucci et al. 2013). Itaconate can be added to protein thiols through a process called dicarboxypropylation and alter their activity or function. Notably, itaconate is emerging as an essential regulator of immune metabolism, displaying high levels in activated macrophages and influencing in their metabolic functions and inflammatory responses (O'Neill and Artyomov 2019). Considering that HIV-induced metabolic dysfunction is exacerbated by cocaine (Samikkannu et al. 2016), itaconate becomes even more intriguing in the context of this virus.

Recent studies have investigated the immunomodulatory properties of 4-octyl-itaconate (4OI), a membrane and BBB penetrable ester-modified itaconate. In particular, 4OI has demonstrated potent anti-inflammatory effects and has been shown to significantly reduce inflammatory responses to a variety of pathogenic viruses such as SARS-CoV-2, Herpes Simplex Virus-1 and -2, Zika and Vaccinia (Olagnier et al. 2020b; Sohail et al. 2022b). The anti-inflammatory effect of itaconate is mediated in part by its ability to regulate immune function and inflammation by delaying pyroptotic cell death (Bambouskova et al. 2021), attenuating the excessive production of reactive oxygen species (Sohail et al. 2022b), promoting anti-inflammatory transcription factor Nuclear respiratory factor (2Nrf2) through Nrf2-Keap1 signaling pathway (Mills et al. 2018; Ni et al. 2022), and inhibiting pro-inflammatory cytokine production (Lampropoulou et al. 2016).

However, the role of the Acod1/itaconate axis in HIV-1 and cocaine-induced neurotoxicity is unknown. To investigate, we tested the effects of the cell-permeable itaconate derivative 4OI in Tat and cocaine-treated primary rat fetal cortical cultures. Our study reveals, for the first time, that 4OI can provide neuroprotection against Tat and cocaine neurotoxicity in vitro. Additionally, we observed 4OI-induced changes in microglia and conducted transcriptomic analyses on these cell cultures to obtain a better understanding of the underlying mechanisms.

## Materials and methods

### Neuronal cell cultures

Primary rat fetal mixed neuronal cultures were prepared from 18-day-old Sprague–Dawley rat fetuses (Envigo Laboratories, Indianapolis, IN) as described previously (Aksenova et al. 2019, 2009) in accordance with the University of South Carolina Institutional Animal Care and Use Committee. Briefly, tissue was dissected, incubated in a solution of 0.05% Trypsin/EDTA, washed with Hank’s balanced salt solution (HBSS, Thermo Fisher Scientific), dissociated by trituration and distributed into poly-L-lysine coated 12-well plates (Costar, Cambridge, MA) with and without inserted glass coverslips containing DMEM/F12 medium with 10% fetal bovine serum. After 24 h initial plating medium was replaced with serum-free Neurobasal medium supplemented with 2% B-27, 2 mM GlutaMAX and 0.5% D-glucose. All reagents were from Thermo Fisher Scientific. Half of the medium was replaced with freshly prepared medium once a week. Cultured cells were used for experiments at the age of 3 weeks in vitro (DIV 21).

### Experimental treatment

Primary rat cortical cultures were treated with recombinant Tat 1–86 (Diatheva, Italy) and with cocaine-HCl (Sigma Chemicals) as described in each Figure Legend. The concentrations of Tat and cocaine were selected in accordance with our previous experimental data (Aksenova et al. 2019), and stock solutions were prepared as previously described. 4OI was obtained from Cayman Chemicals (Catalog No. 25374, Ann Arbor, MI). A stock solution of itaconate was prepared as a 50 mM stock in DMSO and was diluted to final concentrations from 30 μM up to 250 μM.

The concentration of Tat used in our study was chosen to reflect those found in the sera of HIV-positive patients (Xiao et al. 2000) and in cerebrospinal fluid (Westendorp et al. 1995). Similarly, the concentrations of cocaine used in the study were chosen based on animal studies that involved drug self-administration, which were suggested to parallel those found in recreational human users (Zimmer et al. 2011) and postmortem brain tissues in fatal cases of cocaine abuse (Spiehler and Reed 1985).

### Apoptotic/dead cells detection

Dead and apoptotic cells were detected using the CellEvent Caspase-3/7 Kit (#C10423, Thermo Fisher Scientific) according to the manufacturer’s recommendations. Briefly, after experimental treatment, Caspase3/7 Green Detection Reagent was added directly to cells, and the plate was incubated for 30 min at 37 °C. During the final 5 min of incubation, SYTOX AADvanced dead cell solution was added. Cells were rinsed with PBS, and images of cells were taken immediately. Alternatively, cells were fixed with 4% paraformaldehyde, imaged, and used for further experiments.

### Immunocytochemistry

For ICC analysis cells were plated on glass coverslips and placed inside 12-well plates. Following experimental treatment, primary cortical cultures were fixed with 4% paraformaldehyde (EM Sciences, Hatfield, PA) and permeabilized with 0.1% Triton X-100. Fixed cultures were blocked with 10% fetal bovine serum for 2 h and then co-labeled overnight with the following primary antibodies: chicken polyclonal anti-MAP2 antibodies (1:2,000) (# ab92434, Abcam, Cambridge MA) or rabbit monoclonal anti-Iba1 (1:300) (# ab178847 Abcam, Cambridge MA). Secondary antibodies, goat anti-chicken IgG conjugated with AlexaFluor 594, and goat anti-rabbit IgG conjugated with AlexaFluor 488 (1:500 both; Invitrogen Life Technologies, Grand Island NY), were used for visualization. To identify cell nuclei, DAPI was added with the final PBS wash, and coverslips were mounted on glass slides using ProLong Glass Antifade Mount (Invitrogen Life Technologies, Eugene, OR).

### Image processing and analysis

Images were captured on a Carl Zeiss LSM 700 laser scanning confocal microscope (Carl Zeiss Meditec, Dublin, CA) equipped with 20x (Plan APO 0.8 air) objective. Images were captured using 0.7 scanning zoom with 312-nm X–Y pixel size. Fluorescence and differential interference contrast (DIC) imaging was done using single-frame mode.

ImageJ software (National Institutes of Health, USA) was used for manual analysis of microscopy images acquired using a Zeiss 700 confocal microscope. Several fields of vision were taken from at least three different wells. The total number of cells and percentage of Iba1 positive cells were estimated using segmentation of DNA channel (DAPI) followed by “Analyze Particles” ImageJ command. Size of microglial cells and length of microglia processes were estimated individually using “Freehand selections” and “Freehand lines” ImageJ tool. Data were aggregated, analyzed and visualized using R ggplot2 tools. Background correction of widefield images was performed using the background (Gaussian blur) division procedure (32-bit mode), followed by an image histogram adjustment for a 16-bit dynamic range.

### Cytokine/chemokine array

Medium was collected from each culture well at the end of each experiment, frozen, and sent to Eve Technologies Corporation (Calgary, Canada) for LUMINEX-based analysis of cytokines by Featured-Rat Cytokine Array/ Chemokine Array 27-plex (RD27). The 27-plex array analyzed Eotaxin, EGF, Fractalkine, IFN-γ,IL-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12 (p70), IL-13, IL-17A, IL-18, IP-10, GRO/KC, TNF-αalpha, G-CSF, GM-CSF, MCP-1, Leptin, LIX, MIP-1αalpha, MIP-2, RANTES, VEGF. The level of cytokines in each sample had been measured thrice to provide technical triplicates.

### RNA sequencing

RNA and library preparation, post-processing of the raw data and data analysis were performed by the USC CTT COBRE Functional Genomics Core. RNAs were extracted using Zymo Quick-RNA MicroPrep Kits as per manufacturer recommendations (Zymo Research, Irvine, CA, USA). RNA quality was evaluated on RNA-1000 chips using a Bioanalyzer (Agilent, Santa Clara, CA, USA). RNA libraries were prepared using an established protocol with NEBNExt Ultra II Directional Library Prep Kit (NEB, Lynn, MA). Each library was made with one of the TruSeq barcode index sequences and the Illumina sequencing done by Medgenome (Foster City, CA) with Illumina NovaSeq PE100 (100 bp, pair-ended). Sequences were aligned to the Rat genome Rnor_6.0 (GCA_000001895.4, ensemble release-99) using STAR v 2.7.2b (Dobin et al. 2013). Samtools (v1.2) was used to convert aligned sam files to bam files and reads were counted using the featureCounts function of the Subreads package (Liao et al. 2014) and the Rattus_norvegicus.Rnor_6.0.93.gtf annotation file. Only reads that were mapped uniquely to the genome were used for gene expression analysis. Differential expression analysis was performed in R using the edgeR package (Robinson et al. 2010). Raw counts were normalized using the Trimmed Mean of M-values (TMM) method and the normalized read counts were then fitted to a generalized linear model using the function glmFit (McCarthy et al. 2012). Genewise tests for significant differential expression were performed using the function glmLRT. The P-value was then corrected for multiple testing using Benjamini-Hochburg’s FDR.

### Data analysis and statistics

Graphs were generated using Inkscape version 1.3. Data visualization and analysis were performed using R v4.3.1 with ggplot2 v3.4.3 in RStudio v2023.06.1 + 524 using custom code. The Mann–Whitney-Wilcoxon Test followed by Bonferroni correction were utilized for statistical comparisons of relevant experimental groups, unless specified otherwise. All data are represented as mean ± SD unless otherwise stated, with p < 0.05 regarded as statistically significant.

## Results

### Transcriptomic profiles of Tat and cocaine treated primary cortical cultures reveals differential expression of Acod1

To investigate the impact of Tat and cocaine on the transcriptome of primary cortical cultures, we previously performed RNA sequencing analysis on cultures treated with Tat alone, cocaine alone, or a combination of both (Aksenova et al. 2019). Analysis of the transcriptome upregulated by Tat or Tat-Cocaine treatment revealed a significant increase in the expression of Acod1 (Fig. 1A). To corroborate this finding, we performed qPCR analysis measuring the expression of Acod1 normalized to the reference control beta-actin (ACTB) expression within the same experimental cultures. The qPCR results confirmed a significant increase in Acod1 expression relative to the control for Tat only or Tat and cocaine treatment groups (Fig. 1B).

**Fig. 1:**
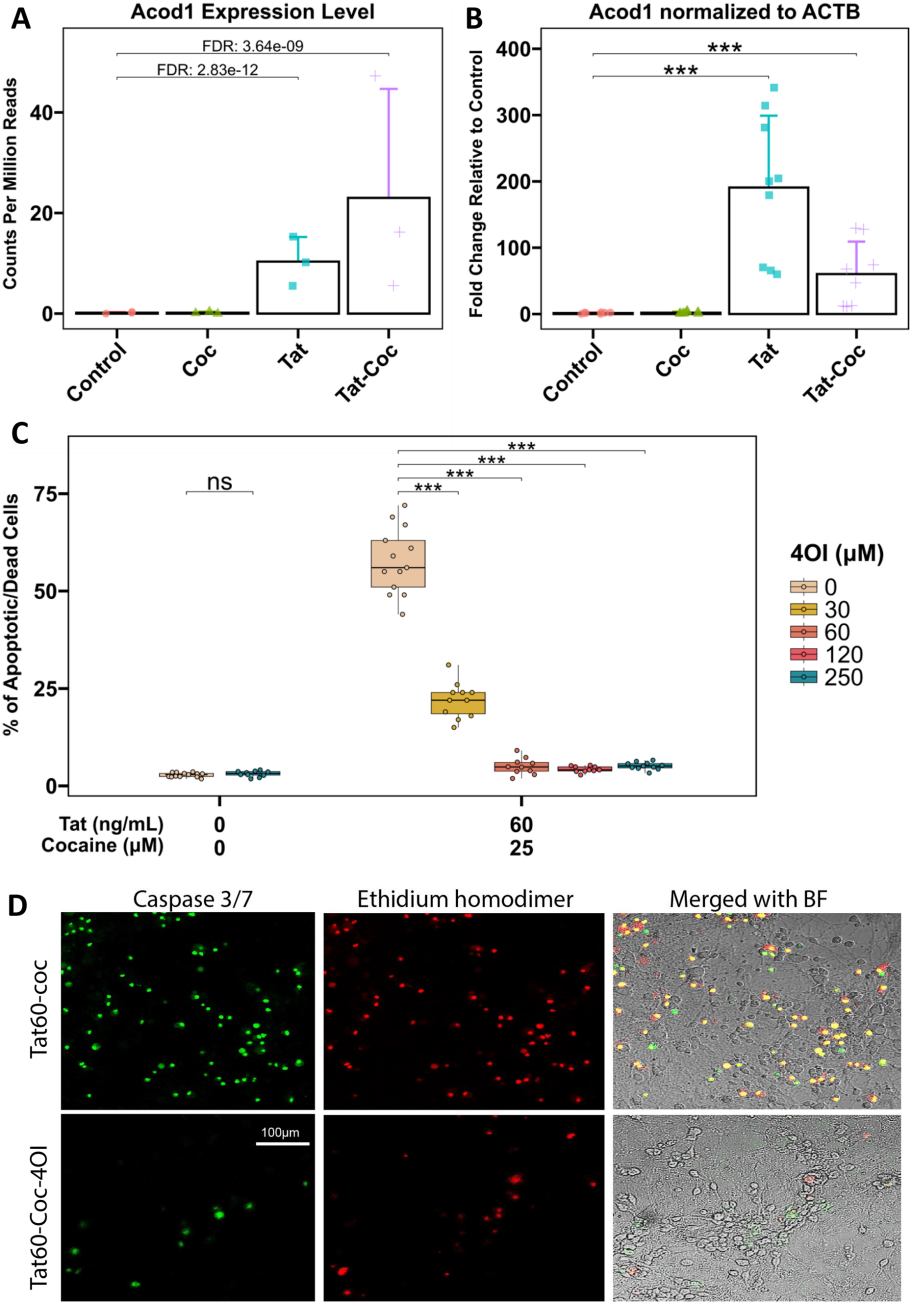
Acod1 expression in Tat and/or cocaine-treated primary neuronal cultures, and neuroprotective effects of 4OI. **a** Acod1 expression was assessed in primary cortical cultures treated with cocaine (25 μM) alone for 24 h, Tat (6 ng/mL) alone for 48 h, or Tat for 48 h followed by the addition of cocaine for 24 h. Acod1 levels were quantified using RNA-seq and presented as CPM read counts. **b** qPCR analysis of the same experimental samples measured Acod1 expression fold change, normalized to ACTB. Statistical analysis was performed using the Mann–Whitney/Wilcoxon Rank-Sum test, followed by Bonferroni’s post hoc test. **c** Boxplots illustrate the dose-dependent effect of 4OI (30, 60, 120, or 250 μM) on Tat (60 ng/mL) and cocaine (25 μM) treated cultures. Non-treated control cultures and cultures treated with the highest concentration of 4OI (250 μM) are shown on the left. Each data point represents an image containing 300–450 cells. Statistical significance was determined using the Mann–Whitney-Wilcoxon test, followed by Bonferroni post hoc test (ns: not significant; *: p < 0.05; **: p < 0.01; ***: p < 0.001). **d** Immunofluorescent staining of cultures treated with Tat (60 ng/mL) with or without 4OI (250 μM) for 48 h followed by cocaine (25 μM) for 24 h, fixed with 4% PFA. Dead/apoptotic cells were detected using the CellEvent Caspase 3/7 Assay Kit (Green: Caspase 3/7; Red: Ethidium Bromide). Scale bar: 100 μm

Although the role of Acod1 in the context of HAND has not been examined, there is a rapidly emerging recognition of the importance of its product, the metabolite itaconate, in cellular inflammatory pathways and in the progression of various viral infections (Olagnier et al. 2020a; Sohail et al. 2022a). In particular, the introduction of exogenous itaconate was shown to exhibit antiviral effects and to curtail inflammatory responses (Daniels et al. 2019). Thus, we chose to evaluate the effects of itaconate in this HAND-CUD model.

### Neuroprotective effect of 4-octyl-itaconate against Tat and cocaine combined neurotoxicity in primary cortical cultures.

After identifying Acod1 as a Tat and Tat-Cocaine upregulated gene, (Fig. 1A-B), we evaluated the effects of itaconate, the product of cis-aconitate decarboxylation by Acod1. Because itaconate in its cytosolic form is not cell-permeable, we opted to use its membrane-penetrable ester-modified derivative, 4-octyl itaconate (4OI), to investigate the effects of metabolic modulation on microglia function in our HAND and CUD primary culture model that uses the Tat protein and cocaine as the neurotoxic insults. Consistent with our previous study, treatment of the cortical cultures with Tat (1, 6, or 60 ng/mL) or cocaine (10 or 25 μM) individually at the doses tested did not result in significant cell death, while the combination of Tat and cocaine resulted in concentration-dependent neuronal death (Supplemental Fig. 1A). The combined neurotoxic effect was not observed when cortical cultures were treated with heat-inactivated Tat combined with cocaine. The regimen of Tat and cocaine treatment was selected as previously performed to model transient cocaine exposure of PLWH, and concentrations correspond to the concentration of Tat and cocaine in the brains of HIV-infected patients and in cocaine self-administrating rodents. (Aksenov et al. 2006; Aksenova et al. 2019, 2009).

The administration of 4OI successfully reversed the detrimental effects of the combined Tat and cocaine toxicity (Fig. 1C-D, Fig. 2), with a decrease in cell death due to 4OI exhibiting a dose-dependent response (Fig. 1C). Based on these results, we identified 4OI doses of 60 μM and 250 μM as the lowest and highest concentrations that significantly rescued neuronal cell death under these conditions. These findings strongly suggested that treatment with 4OI can effectively rescue neurons from death caused by the presence of Tat and cocaine.

**Fig. 2:**
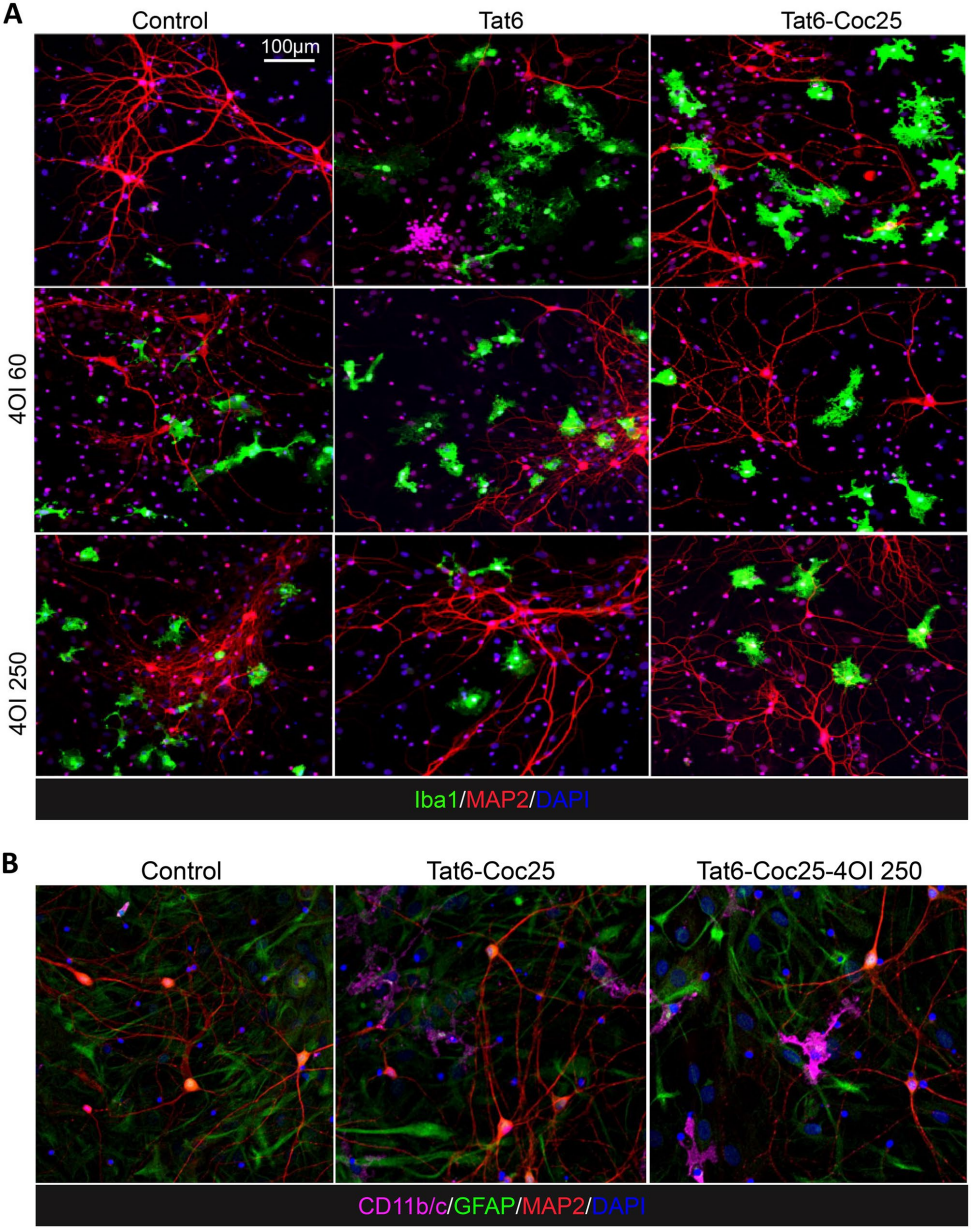
Effects of 4OI treatment on microglia morphology in Tat and/or cocaine-treated primary neuronal cultures. Immunofluorescent staining of primary cortical cultures: **a** Cells were treated with Tat alone (6 ng/ml) or Tat combined with 4OI (60 or 250 μM) for 48 h, followed by cocaine (25 μM) for additional 24 h. Cells were fixed with 4% PFA. Staining: Iba1 (green, microglia marker), MAP2 (red, neuronal marker), DAPI (blue, nuclei). Scale bar: 100 μm. **b** Cells were subjected to the same treatment. Staining: CD11b/c (magenta, activated microglia marker), GFAP (green, astrocyte marker), MAP2 (red, neuronal marker), DAPI (blue, nuclei)

### 4OI modulates the morphological changes of microglia brought by Tat and cocaine treatment

The neuroinflammation induced by Tat or Tat-Cocaine treatment appeared to manifest in morphological changes observed in microglia. While treatment with cocaine alone did not affect microglia morphology (data not shown), the exposure to Tat alone or Tat-Cocaine resulted in an increased percentage of microglial cells (Supplemental Fig. 1B), accompanied by a greater occurrence of microglia exhibiting amoeboid-shape characteristics (Supplemental Fig. 1C-D). This ameboid shape is indicated by a reduction in process length and an increase in the cell body size of microglia. This effect was Tat and Tat-Cocaine concentration-dependent, except for the highest doses used in combination, which resulted in a decrease in the number of microglia cells and their body size commensurate with the increase in cell death at this highest combination dose (Supplemental Fig. 1).

Treating naïve cultures with 4OI alone also resulted in an increase in microglial cells displaying more ameboid characteristics (Fig. 3B-C). In particular, when cultures were treated with 250 μM 4OI (represented in dark blue), the median microglial processes shortened by about 5 μm, showing a 20% decrease, while the median size of microglial cell bodies expanded by about 250 μm^2^, showing a 100% increase (Fig. 3B-C). Interestingly, microglia morphological profiles in cultures treated solely with 4OI closely resembled the activated microglia states observed in Tat-Cocaine treated cultures. This similarity was evident in the 3D spread of data representing total quantified microglia morphology representing percentages of cells by size and length. Specifically, the expanded spherical shape of the 3D plot showed a greater resemblance between the Tat-Cocaine and 4OI samples, in contrast to the control spread, which took a flat disk shape (Fig. 3D-E).

**Fig. 3:**
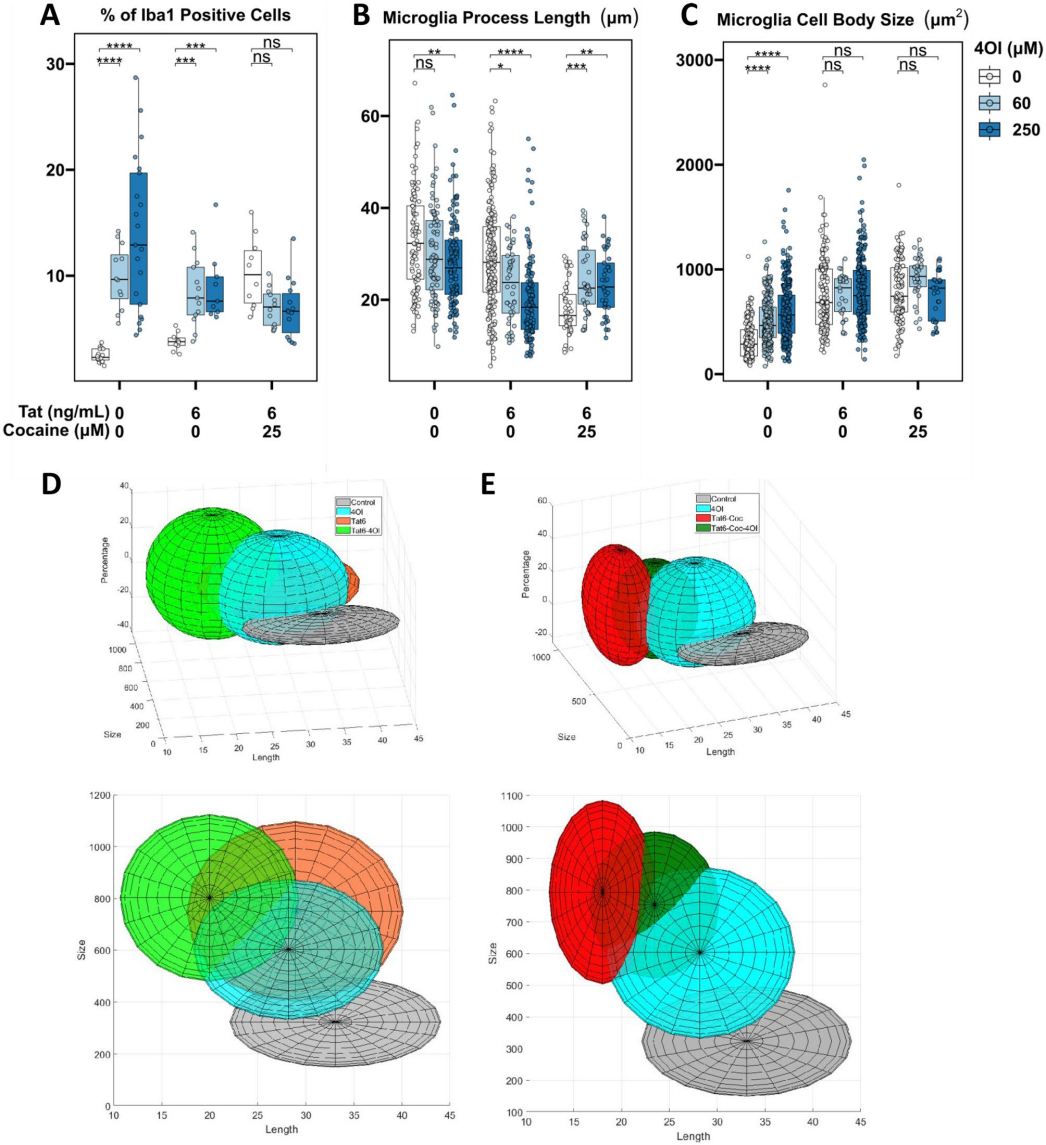
Effects of Tat and cocaine on microglia cell morphology in primary neuronal cultures. **a** Proportion of Iba1 positive microglial cells in cultures treated with Tat (6 ng/mL) and/or 4OI (60 or 250 µM) for 48 h, with or without an additional 24 h of cocaine (25 µM). Tat-Coc vs Tat-Coc-4OI (60 µM) yielded not significant p-adj value = 0.126. Tat-Coc vs Tat-Coc-4OI (250 µM) yielded not significant p-adj value = 0.114. **b** Length of microglia processes and **c** microglia cell body size in the same cultures. The intensity of the blue color indicates increasing 4OI concentration (60, 250 µM). The box covers 50% of the data in each condition, and the line inside indicates the median value. The Mann–Whitney-Wilcoxon test was conducted to calculate the statistical significance, followed by Bonferroni post hoc test (ns, not significant; *, p < 0.05; **, p < 0.01; ***, P < 0.001). **d** 3D projection of microglia morphology affected by 4OI and/or Tat treatment. **e** 3D projection of microglia morphology affected by 4OI and/or Tat-Cocaine treatment (x: Body size; y: Percentage; z: Process length)

The effects of 4OI on microglia morphology were not unidirectional; instead, they were context dependent. The introduction of 4OI in Tat and cocaine treated cultures yielded opposing trends. For example, low Tat (6 ng/mL) and cocaine caused an increase in the percentage of Iba1-positive cells, along with a decrease in both microglia process length and cell body size, which were countered by 4OI treatment (Fig. 3A-C). Similarly, the effect of high Tat (60 ng/mL) and cocaine, which led to reduced Iba1-positive microglial cell percentage, microglia process length, and cell body size, were countered by 4OI administration (Supplemental Fig. 2A-C).

The 3D data spread illustrate that microglia treated with Tat-Cocaine-4OI were trending to the morphological state observed in 4OI-only treatments (Fig. 3D-E). Therefore, while 4OI mitigated Tat-Cocaine toxicity, 4OI alone also drove microglia towards an amoeboid morphological state.

### RNA transcriptome of cell cultures treated with Tat, cocaine, and 4OI

To gain insights into the transcriptomic changes induced by Tat (6 ng/mL) or Tat and cocaine (25 μM) in primary cortical cultures with or without 4OI (250 μM) treatment, we conducted RNA-seq analysis (Supplemental Table 1). 

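Rat primary cortical cultures, which hold neurons, astrocytes and microglia, were left untreated (Control) or received cocaine for 24 h, Tat for 48 h, both (Tat-Cocaine), 4OI, Tat with 4OI (Tat-4OI) or all of these (Tat-Cocaine-4OI). Each of the 7 groups had 3 RNA-seq libraries, 21 in all. 4OI (4-octyl itaconate) is an ester of itaconate that crosses the cell membrane, and Tat is the transactivator protein of HIV-1. The authors deposited 1 value per gene and library, the uniquely mapped reads of the gene scaled to the size of the library after TMM normalization (CPM). Genes carry the symbols of the deposited table, which lists 30211 genes, and are given without positions. The depth, read off from the deposited value of 1 read, lay between 17.6 and 27.6 M reads (M, mega) on genes per library. The median depth was 20.5 M reads in Control, 22.3 M in Cocaine, 21.3 M in Tat, 23.6 M in Tat-Cocaine, 24.2 M in 4OI, 19.2 M in Tat-4OI and 20.5 M in Tat-Cocaine-4OI cultures. Genes with at least 0.5 CPM in at least 3 of the 21 libraries were tested, 15609 in all, and 0.5 CPM stood for 8.58 to 13.6 reads. Groups were compared with limma on log2(CPM + 0.5), with 1 estimate of the spread from all 7 groups, and Benjamini-Hochberg FDR. Expression is given as CPM, mean ± SD of the 3 libraries of a group, and changes as log2 fold change with the standard error (SE) and FDR of limma. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1, which is why the tests rest on the spread pooled over genes and groups. Each named gene was also tested under 10 alternatives: 2 other pseudocounts, no filter and a stricter one, 2 other scalings, 2 other sets of libraries in the fit, limma without a trend, and voom weights.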

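Between Tat and Control cultures, 2229 of 15609 genes had a limma FDR under 0.05, 1512 higher and 717 lower with Tat, and 4640 had an unadjusted p under 0.05. The authors' deposited comparison called 1231 genes, of which 1094 were among the 2229. The alternative that moved the count most was an added minimum of 1 for the absolute log2 fold change, which left 833 genes. Quantile normalization changed the share of higher genes from 67.8% to 55.3%. The count was 1263 without Control replicate 1, 1455 without Tat replicate 1 and 1030 without Tat replicate 2. Among genes with at least 1 CPM whose libraries did not overlap, alpha-1-acid glycoprotein Orm1 and the chemokines Ccl20 and Cxcl13 had the largest rises. Orm1 went from 0.624 ± 0.485 CPM in Control to 494 ± 194 CPM in Tat cultures, a log2 fold change of 8.78 (SE 0.698, limma FDR 1.12e-06). Ccl20 rose from 0.613 ± 0.582 to 147 ± 23.2 CPM (log2 fold change 7.16) and Cxcl13 from 0.619 ± 0.461 to 143 ± 100.1 CPM (log2 fold change 6.88). The 3 largest falls were those of Cd209f, from 21.0 ± 6.69 to 2.09 ± 2.90 CPM (log2 fold change −3.64, limma FDR 0.0118), Gmnc, from 20.8 ± 6.63 to 1.40 ± 0.254 CPM (−3.45, FDR 2.19e-06), and Slco1c1, from 13.6 ± 5.52 to 1.42 ± 0.883 CPM (−2.88, FDR 0.0308). Cd209f passed the limma threshold no longer without Tat replicate 2 (−3.37, FDR 0.0615). Slco1c1 fell short of it without any one of Control replicate 1 (−2.77, FDR 0.0968), Control replicate 3 (−2.63, FDR 0.0895), Tat replicate 2 (−2.66, FDR 0.122) and Tat replicate 3 (−2.74, FDR 0.0674), and with voom weights (1 of 10 alternatives with limma FDRs of 0.0100 to 0.117).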

The bulk RNA sequencing findings were consistent with our earlier investigation (Aksenova et al. 2019), revealing a substantial impact of Tat treatment on the transcriptome (Fig. 4A). In contrast, the 24 h exposure to cocaine alone had a comparatively minimal effect on gene expression (Fig. 4C). 

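With cocaine alone, 1 of 15609 genes had a limma FDR under 0.05 and 1322 had an unadjusted p under 0.05. The gene was S100a4, which encodes a calcium-binding protein. S100a4 stood at 13.98 ± 3.08 CPM in Control and 35.6 ± 10.2 CPM in Cocaine cultures, with all 3 Cocaine libraries above all 3 Control libraries, a log2 fold change of 1.30 (SE 0.182, limma FDR 0.0284). The authors' deposited comparison called 13 genes, S100a4 among them. Of the alternatives other than leaving out a library, the one that moved the count most was a fit to all 48 libraries of the deposited table, which called 32 genes. A fit to the Cocaine and Control libraries alone called 0, and S100a4 was lost there (1 of 10 alternatives with limma FDRs of 0.0198 to 0.997). The count depended on single libraries: it was 900 without Cocaine replicate 1, 0 without Cocaine replicate 2, 0 without Cocaine replicate 3, 0 without Control replicate 1 and 0 without Control replicate 2. S100a4 was past the limma threshold no longer without any one of Cocaine replicate 2 (1.33, FDR 0.154), Cocaine replicate 3 (1.09, FDR 0.165), Control replicate 1 (1.24, FDR 0.321) and Control replicate 2 (1.20, FDR 0.356).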

In accordance with our previous results, the combined treatment Tat and cocaine yielded outcomes that closely mirrored those observed with Tat alone (Fig. 4B).

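The combined treatment changed 1463 of 15609 genes against Control at a limma FDR under 0.05, 797 higher and 666 lower, with 3723 genes at an unadjusted p under 0.05. The authors' deposited comparison called 763 genes, of which 657 were among the 1463. The count was 921 without Control replicate 3, 803 without Tat-Cocaine replicate 2 and 932 without Tat-Cocaine replicate 3. Of the genes raised by Tat, 688 were also raised by Tat-Cocaine, and 448 of those lowered by Tat were also lowered by Tat-Cocaine. No gene was called by limma in opposite directions. Across the 15609 genes, which are not independent replicates, the log2 fold changes of Tat and Tat-Cocaine had a Pearson correlation of 0.894 and a Spearman correlation of 0.807. Both comparisons share the Control libraries, and with no true effect in common simulated data gave a median correlation of 0.534, with 95% of values between −0.276 and 0.888 and 20 of 1000 at or above the measured one. Without Tat-Cocaine replicate 3 the correlation was 0.789.
Compared directly, Tat-Cocaine and Tat cultures differed in 2 genes by limma, with 841 at an unadjusted p under 0.05 and 1 in the authors' deposited comparison. They were Gucy2g (log2 fold change 1.26) and Ptpru (0.74), each with a limma FDR of 0.0371, named after their values were seen. With voom weights, a pseudocount of 0.1 CPM, a minimum of 2 CPM or a fit to these groups alone, the count was 0. Without Tat replicate 3 the count was 1, and without any other library of these groups it was 0. Hand-written lists were tested with camera, a test of a list against all other genes. Beside the list of myeloid cells, camera called lower in Tat-Cocaine than in Tat those of complement (median −0.48, camera FDR 0.0278, fry FDR 0.637), antigen presentation (−0.23, camera FDR 0.0440, fry FDR 0.663) and NF-κB targets (−0.41, camera FDR 0.00479, fry FDR 0.573). The complement call was lost without any one of Tat replicate 2 (−0.26, FDR 0.268), Tat-Cocaine replicate 1 (−0.36, FDR 0.0624) and Tat-Cocaine replicate 2 (−0.33, FDR 0.164), with a median of −0.78 without Tat-Cocaine replicate 3. That of antigen presentation was lost without any one of Tat replicate 2 (−0.15, FDR 0.227), Tat replicate 3 (−0.17, FDR 0.191), Tat-Cocaine replicate 1 (−0.19, FDR 0.161) and Tat-Cocaine replicate 3 (−0.16, FDR 0.224), with −0.42 without Tat replicate 1 and −0.40 without Tat-Cocaine replicate 2, and that of NF-κB targets without Tat-Cocaine replicate 1 (−0.17, FDR 0.425). The cytokine list was not called (−0.38, camera FDR 0.177, fry FDR 0.769) except without either of Tat replicate 3 (−0.39, FDR 0.0470) and Tat-Cocaine replicate 2 (−0.68, FDR 0.00110). The largest rises against Control shared the genes Orm1, at 322 ± 321 CPM in Tat-Cocaine cultures (log2 fold change 7.60, limma FDR 6.99e-06), and Ccl20, at 122 ± 72.9 CPM (6.64, FDR 2.77e-06). Slpi, a secreted protease inhibitor, rose from 0.345 ± 0.417 to 68.9 ± 31.2 CPM (log2 fold change 6.35, limma FDR 1.91e-05). The largest falls were those of Gmnc, to 1.45 ± 0.523 CPM (log2 fold change −3.43), the neurotensin receptor Ntsr2, from 141 ± 11.5 to 21.3 ± 12.6 CPM (−2.84), and Hcrt, from 3.45 ± 2.03 to 0.0142 ± 0.0246 CPM (−2.79). The fitted fall of Hcrt depends on the pseudocount, since 1 read is 0.0383 to 0.0490 CPM in the Control and Tat-Cocaine libraries.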

**Fig. 4:**
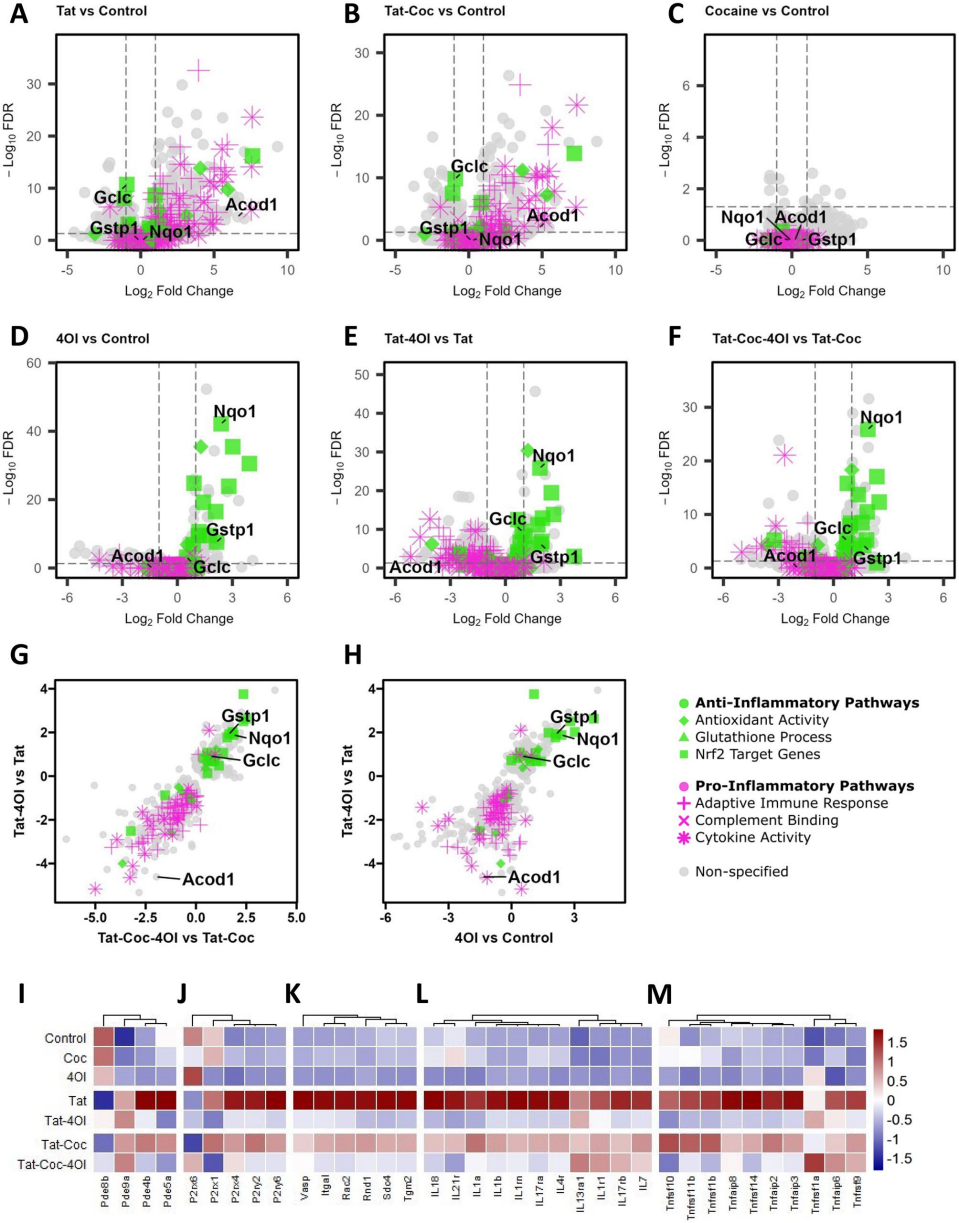
Genome-wide effects of 4OI on primary neuronal cultures treated with Tat and/or cocaine. RNA-seq transcriptomics of primary cortical cultures treated with Tat (6 ng/mL) and/or cocaine (25 μM) with/without 4OI (250 μM). Volcano plot comparing differential gene expression levels of **a** Tat treated samples vs Control, **b** Tat-Cocaine treated samples vs Control, **c** and cocaine treated samples vs Control. Volcano plot comparing the differential gene expression between **d** 4OI vs Control **e** Tat-4OI vs Tat, and **f** Tat-Cocaine-4OI vs Tat-Cocaine conditions. Scatter plot illustrating the effect of 4OI on transcriptomic fold changes of select differentially expressed genes (FDR < 0.05), and how they correlate between Tat-4OI vs Tat against **g** 4OI vs Control and **h** Tat-Cocaine-4OI vs Tat-Cocaine conditions. The colors correspond with the listed gene set pathway, with green representing select anti-inflammatory and magenta representing select pro-inflammatory pathways. Heatmap showing gene expression levels for **i** phosphodiesterase-associated genes, **j** purinergic receptor-associated genes, **k** phagocytic cytoskeleton-associated genes, **l** interleukin superfamily genes, and **m** tumor necrosis factor family genes

The pathway enrichment analysis of genes regulated by Tat alone or combined Tat-Cocaine exposure corroborated findings from other studies, demonstrating notable enrichment across diverse pathways. These included the adaptive immune response, complement binding, cytokine activity, and pathways regulated by NF-κB (Fig. 4A-B). 

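A hand-written list of genes for each of these 4 processes was tested with camera, a competitive test against all other genes, with Benjamini-Hochberg adjustment over the 153 list tests made. The cytokine list (25 genes tested) had a median log2 fold change of 2.16 with Tat (camera FDR 1.99e-14) and 1.52 with Tat-Cocaine (camera FDR 8.99e-16). Its called genes numbered 20 with Tat and 15 with Tat-Cocaine at an FDR over all genes, and 21 and 19 adjusted over the list alone. The count of 20 was 13 without Tat replicate 2 and 13 without Control replicate 1. Antigen presentation genes (19 tested), taken for the adaptive immune response, had medians of 1.86 with Tat (camera FDR 6.54e-14) and 1.61 with Tat-Cocaine (camera FDR 4.09e-14), with 12 genes called by limma in each, and 14 and 13 adjusted over the list alone. NF-κB target genes (18 tested) had medians of 1.60 with Tat (camera FDR 7.45e-10) and 1.25 with Tat-Cocaine (camera FDR 1.18e-08). Limma called 13 NF-κB target genes with Tat and 9 with Tat-Cocaine, and the 9 became 5 without Control replicate 1, 4 without Tat-Cocaine replicate 2 and 5 without Tat-Cocaine replicate 3. Complement genes (16 tested) had medians of 1.21 with Tat (camera FDR 0.000603) and 0.72 with Tat-Cocaine (camera FDR 0.00790). The complement list with Tat-Cocaine was past the threshold no longer without Control replicate 1 (median 0.50, camera FDR 0.0574). Limma called 8 complement genes with Tat and 2 with Tat-Cocaine, and the 8 became 3 without Control replicate 1, 5 without Tat replicate 1 and 4 without Tat replicate 2. Adjusted over the list alone, 7 complement genes were called with Tat-Cocaine, and 2 without Control replicate 1, 2 without Control replicate 3, 3 without Tat-Cocaine replicate 2 and 2 without Tat-Cocaine replicate 3. The fry test, which estimates the correlation between genes, kept 24 of the 69 camera calls in the family. It kept the cytokine, antigen presentation and NF-κB lists in both comparisons, with fry FDRs between 0.000138 and 0.0187. For complement the fry FDR was 0.0825 with Tat and 0.232 with Tat-Cocaine. The 4 lists kept their direction in both comparisons under median ratio rescaling and quantile normalization.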

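4OI alone changed 221 of 15609 genes against Control at a limma FDR under 0.05, 199 higher and 22 lower, with 1663 at an unadjusted p under 0.05. Added to Tat, 4OI changed 1266 genes against Tat, 503 higher and 763 lower (4137 at an unadjusted p under 0.05), and added to Tat-Cocaine 559 genes against Tat-Cocaine, 354 higher and 205 lower (2753 at an unadjusted p under 0.05). Of the 199 genes raised by 4OI alone, 124 were raised in Tat-4OI, 121 in Tat-Cocaine-4OI and 107 in both. For 4OI alone the count was 105 without 4OI replicate 1, 95 without 4OI replicate 3 and 128 without Control replicate 2. For Tat-4OI it was 681 without Tat replicate 1, 438 without Tat replicate 2, 390 without Tat-4OI replicate 1 and 478 without Tat-4OI replicate 3. For Tat-Cocaine-4OI it was 318 without Tat-Cocaine replicate 1, 288 without Tat-Cocaine replicate 2 and 227 without Tat-Cocaine-4OI replicate 3. With the replicate number as a block in the model, taken to pair the libraries of 4OI and Control, 4OI alone changed 439 genes. Quantile normalization changed the share of higher genes in Tat-4OI from 39.7% to 50.2%.
A list of 24 Nrf2 target genes was tested, 21 of them above the minimum, and it holds the 3 genes the paper names (Nqo1, Gstp1 and Gclc). Its median log2 fold change was 1.15 with 4OI alone (camera FDR 2.08e-53), 0.88 in Tat-4OI (camera FDR 5.06e-24) and 0.91 in Tat-Cocaine-4OI cultures (camera FDR 3.21e-34). Fry kept these 3 calls, with FDRs of 5.83e-09, 3.57e-08 and 2.07e-08. In each of the 3 comparisons limma called 18 of the 21 genes higher, and 19, 19 and 21 adjusted over the list alone. With each library of the compared groups left out in turn, the medians stayed between 1.00 and 1.25, 0.85 and 0.92, and 0.84 and 0.95. With Tat alone the list had a median of 0.10, a mean of −0.01 and a camera FDR of 0.882, and the median was −0.05 without Tat replicate 2, −0.08 without Control replicate 1 and −0.04 after quantile normalization. With Tat-Cocaine the median was 0.06, the mean −0.05 and the camera FDR 0.599.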

Treatment with 4OI alone or in conjunction with Tat or Tat-Cocaine dramatically induced the expression of Nrf2 target genes (Fig. 4D-F, Supplementary Table 1-2). Remarkably, Nrf2 targeted pathways such as glutathione reduction antioxidant pathway involving NAD(P)H quinone oxidoreductase 1 (Nqo1), Glutathione S‑transferase Pi (Gstp1), and glutamate cysteine ligase catalytic subunit (Gclc), displayed noteworthy activation exclusively in primary cortical cultures treated with 4OI (Fig. 4A-F). 

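Nqo1 stood at 103 ± 14.9 CPM in Control, 115 ± 6.50 CPM in Tat and 122 ± 18.4 CPM in Tat-Cocaine cultures. With 4OI it stood at 550.3 ± 66.8, 416 ± 7.85 and 451 ± 55.8 CPM. The log2 fold changes with 4OI were 2.41 against Control (SE 0.158, limma FDR 1.56e-07), 1.86 against Tat (FDR 4.67e-06) and 1.88 against Tat-Cocaine (FDR 4.14e-06). Without 4OI, the changes of Nqo1 were 0.16 with Tat (limma FDR 0.511) and 0.24 with Tat-Cocaine (FDR 0.378). Gstp1 stood at 284 ± 42.7 CPM in Control and 1268 ± 178 CPM in 4OI cultures, a log2 fold change of 2.16 (SE 0.368, limma FDR 0.00460). It rose from 270.2 ± 82.6 to 1009.6 ± 105 CPM on adding 4OI to Tat (log2 fold change 1.94, limma FDR 0.00446) and from 318 ± 109.7 to 1004 ± 175 CPM on adding it to Tat-Cocaine (1.71, FDR 0.0151). In the last comparison the call was lost without Tat-Cocaine replicate 3 (log2 fold change 1.39, limma FDR 0.0594) and in a fit to the compared groups alone (1 of 10 alternatives with limma FDRs of 0.000285 to 0.0717). The Gstp1 changes were −0.11 with Tat (limma FDR 0.861; 0.13 without Tat replicate 1 and 0.00 without Control replicate 2) and 0.11 with Tat-Cocaine (FDR 0.891; −0.01 without Tat-Cocaine replicate 1 and −0.10 without Tat-Cocaine replicate 2). In Cocaine cultures Gstp1 stood at 433 ± 320.3 CPM, with 803 CPM in replicate 3 against 235 and 262 CPM in the other two. Gclc was lower with Tat than in Control, 98.6 ± 4.13 against 185 ± 31.5 CPM (log2 fold change −0.89, SE 0.111, limma FDR 7.18e-05), and so it was with Tat-Cocaine, at 98.4 ± 6.36 CPM (−0.90, FDR 8.49e-05). With 4OI, Gclc stood at 183 ± 9.46 CPM beside Tat (log2 fold change 0.88, limma FDR 0.000167), 163 ± 4.55 CPM beside Tat-Cocaine (0.73, FDR 0.00101) and 267 CPM alone, with libraries of 262 to 270.4 CPM (0.54, FDR 0.0177). The rise of Gclc with 4OI alone was lost with quantile normalization and in a fit to 4OI and Control alone (2 of 10 alternatives with limma FDRs of 0.00115 to 0.151), and without any one of 4OI replicate 1 (0.56, FDR 0.0666), 4OI replicate 2 (0.53, FDR 0.0511), 4OI replicate 3 (0.53, FDR 0.0835), Control replicate 1 (0.45, FDR 0.0915) and Control replicate 2 (0.49, FDR 0.0964). In each called comparison of the 3 genes, all 3 libraries of one group lay above all 3 of the other.

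**Figure D1:**
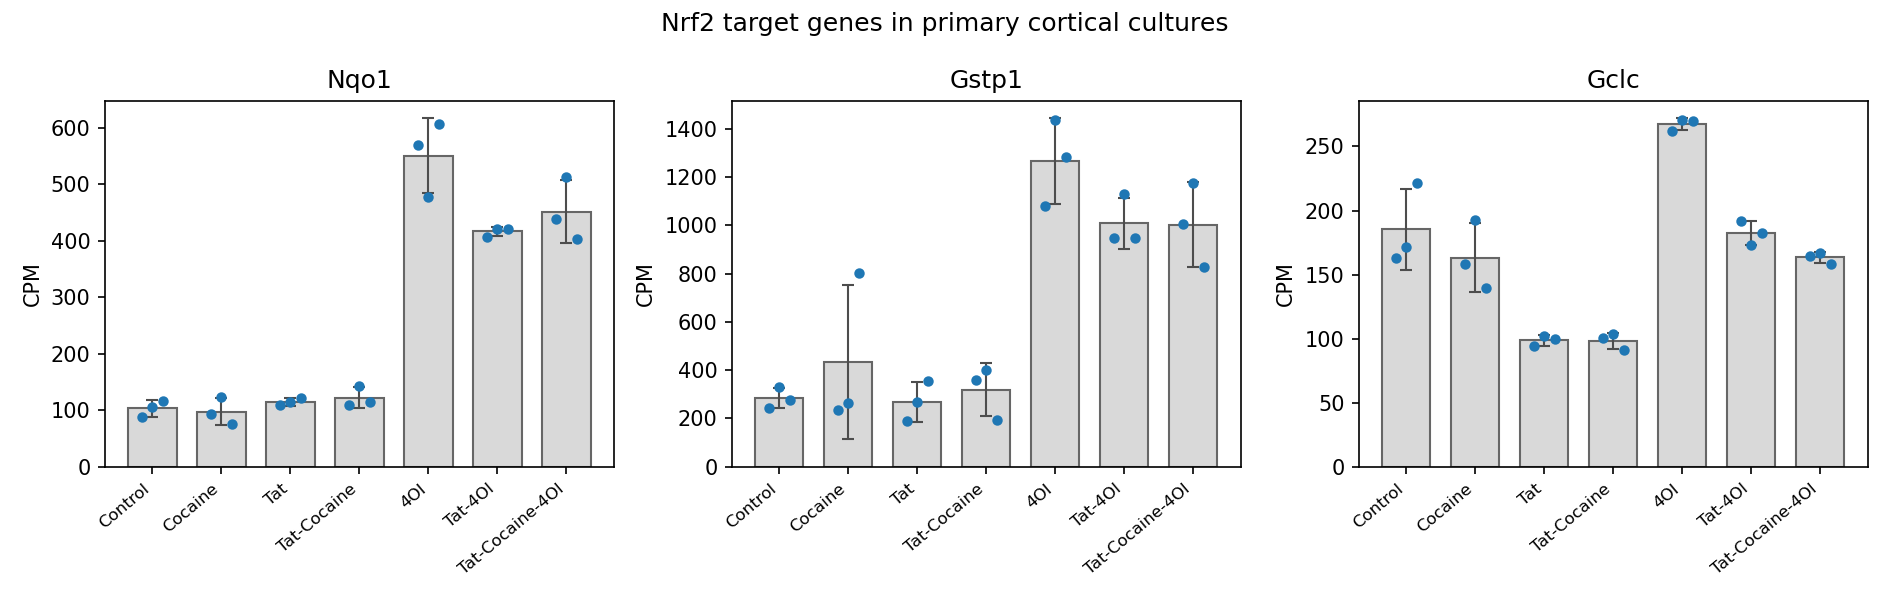
Expression in CPM (vertical axes) of Nqo1, Gstp1 and Gclc in the 7 groups of primary cortical cultures (horizontal axes), with gray bars for the mean, error bars for the SD and blue points for the 3 libraries of each group. The 3 groups with 4OI stand highest for Nqo1 and Gstp1 by their means, 1 Cocaine library of Gstp1 lies at 803 CPM, and Gclc is lowest in Tat and Tat-Cocaine cultures.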

4OI administration led to an upregulation of anti-inflammatory pathways, including Nrf2 target genes and antioxidant activity, alongside a downregulation of pro-inflammatory pathways such as cytokine activity and adaptive immune response (Fig. 4G-H). This enrichment of Nrf2 target gene pathways and antioxidant activities suggests a potential neuroprotective mechanism of 4OI in mitigating adverse neurotoxic effects.

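The cytokine list had a median log2 fold change of −1.49 in Tat-4OI against Tat (camera FDR 2.49e-09, fry FDR 0.0149) and −0.69 in Tat-Cocaine-4OI against Tat-Cocaine (camera FDR 1.32e-05, fry FDR 0.168), the latter −1.36 without Tat-Cocaine replicate 1 and −1.20 without Tat-Cocaine-4OI replicate 2. Of its 25 genes, limma called 9 lower in Tat-4OI and 2 in Tat-Cocaine-4OI, and 18 and 3 adjusted over the list alone. The 9 became 4 without Tat replicate 1 and 2 without any one of Tat replicate 2, Tat-4OI replicate 1 and Tat-4OI replicate 3. The 18 became 9 without any one of Tat replicate 1, Tat replicate 2 and Tat-4OI replicate 1. The 2 became 1 without any one of Tat-Cocaine replicate 2, Tat-Cocaine-4OI replicate 1 and Tat-Cocaine-4OI replicate 3, and the 3 became 10 without Tat-Cocaine replicate 1, 1 without Tat-Cocaine replicate 2 and 6 without Tat-Cocaine-4OI replicate 2. With 4OI alone the median was −0.10 (camera FDR 0.0207, fry FDR 0.764), and the camera FDR was 0.0694 after median ratio rescaling, 0.0679 after quantile normalization and 0.329 without Control replicate 2 (median −0.04). That median was −0.23 without 4OI replicate 2, −0.32 without Control replicate 1 and −0.06 without Control replicate 3. A list of 18 antioxidant genes outside the Nrf2 list had medians of 0.09 with 4OI alone (camera FDR 0.00881, fry FDR 0.0202), −0.04 in Tat-4OI (camera FDR 0.658) and 0.09 in Tat-Cocaine-4OI (camera FDR 0.0798). For 4OI alone its camera FDR was 0.0556 after quantile normalization and 0.0640 without Control replicate 1 (median 0.06). For Tat-Cocaine-4OI it was 0.0256 without Tat-Cocaine replicate 3 (median 0.13) and 0.0436 without Tat-Cocaine-4OI replicate 3 (median 0.08).
Over the 1354 genes with a limma FDR under 0.05 in either comparison, the log2 fold changes of Tat-4OI against Tat and of 4OI against Control had a Pearson correlation of 0.749 across genes, which are not independent replicates. Over 1478 genes chosen the same way, Tat-4OI against Tat and Tat-Cocaine-4OI against Tat-Cocaine had a correlation of 0.866. No library is shared between the compared pairs, and over all 15609 genes the correlations were 0.542 and 0.506. With single libraries left out they lay between 0.699 and 0.773 and between 0.747 and 0.922. From the enrichment of Nrf2 target gene pathways and antioxidant activities, the paper proposes a potential mechanism by which 4OI protects neurons.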

Importantly, treatment with 4OI demonstrated a reduction in Tat-activated expression of well-known drivers of microglia inflammation, such as phosphodiesterase 4 (Pde4b) (Pearse and Hughes 2016) (Fig. 4I), along with P2 purinergic receptors P2rx4, P2ry2, and P2ry6 (Anwar et al. 2020; Hide et al. 2023; Sophocleous et al. 2022) (Fig. 4J). These purinergic receptors are recognized regulators of active phagocytosis and removal of stressed neurons (Puigdellivol et al. 2021). Moreover, the actin-binding proteins that coordinate phagocytosis, notably Vasodilator Stimulated Phosphoprotein (VASP) (Montaño-Rendón et al. 2022b), showed upregulation due to Tat-Cocaine treatment and downregulation in the presence of 4OI treatment (Fig. 4K). 

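Pde4b rose from 33.3 ± 10.1 CPM in Control to 105 ± 7.54 CPM in Tat cultures (log2 fold change 1.69, SE 0.261, limma FDR 0.000445) and stood at 49.5 ± 4.92 CPM in Tat-4OI cultures, with a change against Tat of −1.08 (limma FDR 0.0185). The fall was past the limma threshold no longer without any one of Tat replicate 2 (−1.03, FDR 0.0855), Tat-4OI replicate 1 (−1.01, FDR 0.0861) and Tat-4OI replicate 3 (−1.07, FDR 0.0663). In Tat-Cocaine cultures Pde4b stood at 80.4 ± 18.4 CPM (1.28 against Control, limma FDR 0.00521), a call lost in a fit to these groups alone (1 of 10 alternatives with limma FDRs of 0.000507 to 0.0523), and in Tat-Cocaine-4OI at 41.5 ± 2.67 CPM, a change of −0.92 that was not called (limma FDR 0.0619) except in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0206 to 0.0967). P2ry2 rose from 1.55 ± 0.485 to 12.7 ± 2.04 CPM with Tat (log2 fold change 2.70, SE 0.332, limma FDR 6.77e-05) and to 9.73 ± 3.35 CPM with Tat-Cocaine (2.30, FDR 0.000377). It stood at 4.22 ± 1.48 CPM in Tat-4OI, a change of −1.51 against Tat (limma FDR 0.0107) that was lost without any one of Tat replicate 2 (−1.40, FDR 0.0617), Tat-4OI replicate 1 (−1.35, FDR 0.0676) and Tat-4OI replicate 3 (−1.43, FDR 0.0526). In Tat-Cocaine-4OI it stood at 4.17 ± 1.98 CPM, −1.17 against Tat-Cocaine (limma FDR 0.0627), a fall that was called without Tat-Cocaine-4OI replicate 2 (−1.49, FDR 0.0211) and in 2 of 10 alternatives with limma FDRs of 0.0108 to 0.226. P2rx4 rose from 49.2 ± 11.4 to 116 ± 25.3 CPM with Tat (log2 fold change 1.23, SE 0.275, limma FDR 0.00678). With Tat-Cocaine it stood at 92.2 ± 19.7 CPM (0.90, limma FDR 0.0485), a call that was lost without any one of Control replicate 1 (0.74, FDR 0.171), Control replicate 3 (0.90, FDR 0.109), Tat-Cocaine replicate 1 (0.95, FDR 0.0796), Tat-Cocaine replicate 2 (1.02, FDR 0.0707) and Tat-Cocaine replicate 3 (0.74, FDR 0.177) and in 5 of 10 alternatives with limma FDRs of 0.00940 to 0.0698. The falls of P2rx4 with 4OI were not called: to 67.3 ± 17.9 CPM in Tat-4OI (−0.79, limma FDR 0.0847) and to 79.1 ± 28.1 CPM in Tat-Cocaine-4OI (−0.25, FDR 0.690). The first of these was called in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0235 to 0.119). P2ry6 rose from 14.8 ± 6.31 to 90.9 ± 29.1 CPM with Tat (log2 fold change 2.63, SE 0.598, limma FDR 0.00745). It stood at 57.8 ± 27.4 CPM with Tat-Cocaine (1.94, limma FDR 0.0516), a rise that was called with the replicate block (FDR 0.00762) and in 3 of 10 alternatives with limma FDRs of 0.00468 to 0.0747. With 4OI it stood at 25.2 ± 12.2 CPM in Tat-4OI (−1.88, limma FDR 0.0622) and 29.03 ± 20.5 CPM in Tat-Cocaine-4OI (−1.11, FDR 0.353). The first of these was called in 3 of 10 alternatives with limma FDRs of 0.00671 to 0.0899, and without Tat-4OI replicate 2 (−2.24, FDR 0.0492). For all 4 genes the 3 Tat libraries lay above the 3 Control libraries and above the 3 Tat-4OI libraries.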

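Vasp stood at 44.7 ± 11.4 CPM in Control, 209 ± 105 CPM in Tat and 113 ± 49.6 CPM in Tat-Cocaine cultures. The rise with Tat was called (log2 fold change 2.12, SE 0.410, limma FDR 0.00248). The rise with Tat-Cocaine was not (1.27, limma FDR 0.0626), although the 3 Tat-Cocaine libraries lay above the 3 Control libraries. It was called with the replicate block (FDR 0.0114), in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0236 to 0.0896), and without Tat-Cocaine replicate 1 (1.55, limma FDR 0.0439). With 4OI, Vasp stood at 78.8 ± 28.4 CPM in Tat-4OI, a change against Tat of −1.33 (limma FDR 0.0556). The fall in Tat-4OI was called without either of Tat replicate 3 (−1.72, FDR 0.0234) and Tat-4OI replicate 2 (−1.61, FDR 0.0392), and in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0176 to 0.0850). In Tat-Cocaine-4OI cultures Vasp stood at 91.6 ± 43.4 CPM, with libraries between 58.7 and 141 CPM against 72.1 to 168 CPM in Tat-Cocaine cultures. The change was −0.31 (limma FDR 0.753), and 0.02 without Tat-Cocaine replicate 3.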

Similar trends were observed in the expression of pro-inflammatory cytokines, such as the interleukin and tumor necrosis factor families. 

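Interleukin and TNF families were taken as the genes whose symbols begin with Il and a digit (44 tested) or with Tnf (27 tested), so that they hold receptors and induced proteins beside the cytokines. With Tat, limma called 14 interleukin family genes higher and 0 lower at an FDR under 0.05 (15 and 1 adjusted over the list alone), and 12 TNF family genes higher and 0 lower (17 and 0). The 14 became 5 without Control replicate 1, 8 without Control replicate 3, 8 without Tat replicate 1 and 4 without Tat replicate 2. With Tat-Cocaine, 5 interleukin and 8 TNF family genes were called higher by limma and 0 lower (6 and 13 higher adjusted over the list alone), and the 5 became 8 without Tat-Cocaine replicate 1. The median log2 fold changes over all tested members were 0.44 and 0.93 with Tat and 0.33 and 0.56 with Tat-Cocaine. In Tat-4OI against Tat, 8 interleukin and 9 TNF family genes were called lower by limma and 0 higher (15 and 16 lower adjusted over the list alone), with medians of −0.49 and −1.005. Leaving out Tat replicate 2, Tat-4OI replicate 1 or Tat-4OI replicate 3 left 2 interleukin genes in each case, and 3, 4 and 4 TNF family genes. In Tat-Cocaine-4OI against Tat-Cocaine, 3 and 4 were called lower by limma and 0 higher (3 and 8 lower and 0 and 2 higher adjusted over the list alone), with medians of −0.18 and −0.30. Without any one of Tat-Cocaine replicates 1 and 2 and Tat-Cocaine-4OI replicates 1 and 3, 1 interleukin and 2 TNF family genes were called, and without Tat-Cocaine replicate 3 the TNF family count was also 2. The medians kept their signs under median ratio rescaling and quantile normalization. Of the 14 interleukin family genes raised by Tat, 14 were lower in Tat-4OI than in Tat and 6 of these were called (Il10, Il18, Il18rap, Il1a, Il1b and Il1rn). Of the 12 raised TNF family genes 11 were lower and 8 were called. Of the 5 interleukin family genes raised by Tat-Cocaine, 3 were lower in Tat-Cocaine-4OI and Il18rap was called. Of the 8 raised TNF family genes 8 were lower, and Tnfrsf1b and Tnfrsf8 were called. A gene picked because it was high in the Tat libraries tends to be lower in any other group. Of all 1512 genes raised by Tat, 1399 (92.5%) were lower in Tat-4OI than in Tat, where simulated data without an effect of 4OI, which share the Tat libraries in the same way, gave a median share of 0.572 (95% between 0.201 and 0.923) and 2 of 100 shares as high. Of 797 genes raised by Tat-Cocaine, 648 (81.3%) were lower in Tat-Cocaine-4OI, against a simulated median of 0.632 (95% between 0.324 and 0.837) and 11 of 100 as high. The share was 0.962 without Tat replicate 3 in the Tat cultures, and 0.883 without Tat-Cocaine replicate 2 in the Tat-Cocaine cultures.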

Upregulation induced by Tat or Tat-Cocaine exposure was counteracted by 4OI administration, leading to downregulation (Fig. 4L-M, Supplemental Fig. 4).

Tat treatment led to a significant induction of Acod1 expression in comparison to the untreated control (Fig. 1A-B). This upregulated Acod1 expression induced by Tat or Tat-Cocaine was markedly diminished upon 4OI administration (Fig. 4E-F). 

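Acod1 stood at 0.369 ± 0.224 CPM in Control, 49.5 ± 41.8 CPM in Tat and 13.8 ± 13.9 CPM in Tat-Cocaine cultures. With 4OI it stood at 1.88 ± 1.43 CPM in Tat-4OI and 3.43 ± 2.80 CPM in Tat-Cocaine-4OI cultures. The spread was wide, with 47.5, 92.2 and 8.75 CPM in the 3 Tat libraries and 1.66, 10.8 and 28.99 CPM in the 3 Tat-Cocaine libraries. The rise with Tat was 5.35 on the log2 scale (SE 0.852, limma FDR 0.000551), and the rise with Tat-Cocaine 3.40 (limma FDR 0.0179). With a pseudocount of 1 CPM the rise with Tat was 4.70 and with voom weights 6.73. The call with Tat-Cocaine was lost in a fit to these groups alone and with voom weights (2 of 10 alternatives with limma FDRs of 0.00404 to 0.183), and without any one of Control replicate 1 (3.17, FDR 0.0623), Tat-Cocaine replicate 2 (3.23, FDR 0.0688) and Tat-Cocaine replicate 3 (2.54, FDR 0.0936). Between Tat-4OI and Tat, Acod1 changed by −4.06 (SE 0.852, limma FDR 0.00843), and the 3 Tat libraries lay above the 3 Tat-4OI libraries. This call was lost with voom weights (1 of 10 alternatives with limma FDRs of 0.000823 to 0.0636), and without either of Tat replicate 2 (−3.35, FDR 0.0592) and Tat-4OI replicate 1 (−3.56, FDR 0.0572). Between Tat-Cocaine-4OI and Tat-Cocaine, the change of −1.43 was not called (limma FDR 0.413), and the libraries of the 2 groups overlapped, with 1.26, 6.59 and 2.43 CPM with 4OI. With single libraries left out it lay between −2.46 and −0.57. Il1b, which encodes a cytokine of activated microglia and is drawn for comparison, rose from 4.53 ± 1.89 CPM in Control to 81.0 ± 38.5 CPM in Tat cultures.

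**Figure D2:**
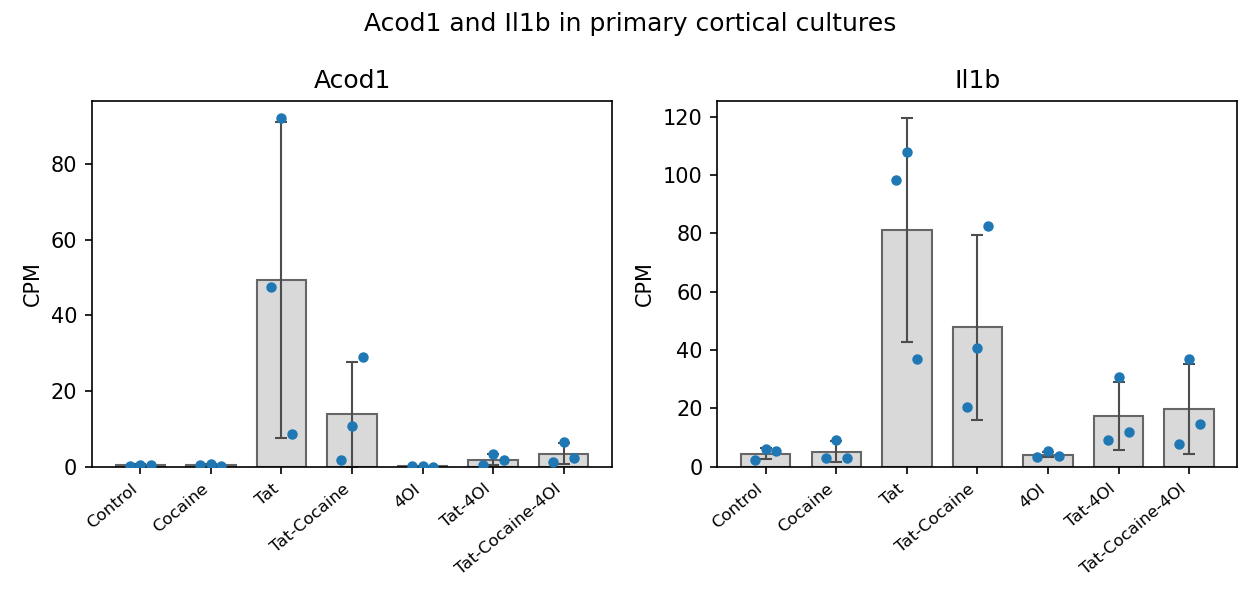
Expression in CPM (vertical axes) of Acod1 and Il1b in the 7 groups of primary cortical cultures (horizontal axes), with gray bars for the mean, error bars for the SD and blue points for the 3 libraries of each group. The Tat libraries of Acod1 lie at 47.5, 92.2 and 8.75 CPM, and the highest Tat-4OI library lies at 3.39 CPM.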

Supported by additional qPCR analysis, the inclusion of 4OI exhibited a near three-fold reduction in Acod1 expression regardless of the presence of Tat or Tat-Cocaine, when compared to cultures treated with Tat alone (Supplemental Fig. 3A-B). Collectively, transcriptomic analysis of the experimental samples unveiled distinct gene expression patterns, providing insights into the specific influence of 4OI in modulating neuroinflammatory pathways.

### 4OI inhibition of pro-inflammatory cytokine secretion from Tat and cocaine treatment

We sought to uncover the functional consequences of 4OI administration on microglial cells in our primary mixed cultures, focusing on cytokine secretion as a key biomarker of inflammatory response. The release of pro-inflammatory cytokines serves as a widely recognized indicator of the detrimental effects associated with microglia activation (Hanisch 2002). To measure the levels of cytokines, we collected media from mixed cortical cultures treated with Tat followed by cocaine, with or without 4OI. We then determined the levels of 27 cytokines. The neuroinflammatory cytokines that had the greatest response to Tat-Cocaine are shown, with this treatment resulting in increased levels of IL-1α, IL-1β, IL-6, TNF-α, MIP-1α, MCP1, and LIX cytokines. 4OI treatment reduced the release of these cytokines by at least 30% (Fig. 5). In particular, the levels of IL-1α and IL-1β were reduced by > 50% in both the Tat-only or Tat-Cocaine treatment groups in the presence of 4OI. This data clearly shows that 4OI treatment suppresses the pro-inflammatory cytokine release profile of mixed cortical cultures.

**Fig. 5:**
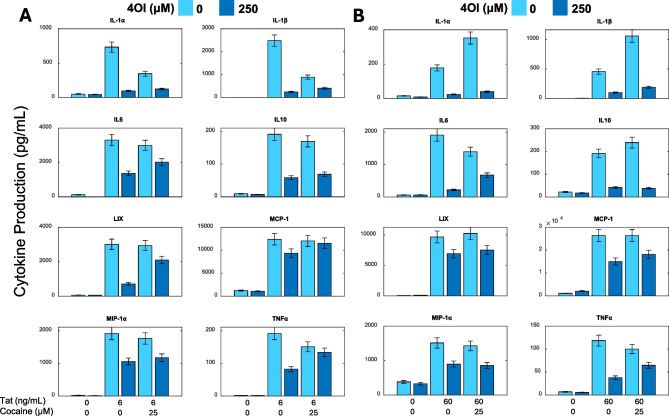
Effects of 4OI on cytokine secretion profile in primary neuronal cultures treated with Tat and/or cocaine. Bar graphs showing the levels of cytokine secretion followed by Tat 6 ng/mL (**A**) or 60 ng/ml (**B**) and Tat-Cocaine (25 μM), with or without 4OI (250 μM). The cytokine levels were determined by the 27-plex chemokine/cytokine array thrice from each sample of collected cell culture. Bars represent chemokine/cytokine concentrations in the medium (pg/ml) ± SD

Interestingly, the induction of IL-10 cytokine levels followed the exposure to Tat or Tat-Cocaine, which was notably suppressed with 4OI treatment. Although traditionally recognized as an anti-inflammatory cytokine, emerging evidence suggests that IL-10 can act as a modulator contributing to the formation and endurance of HIV reservoirs in non-primate HIV models (Harper et al. 2022). Our cell culture model aligns with and supports this evidence.

## Discussion

Previously, we developed and applied a literature mining and transcriptomics-based approach to uncover new compounds that can inhibit neurotoxic outcomes linked to both HIV and drugs of abuse, with the ultimate goal of identifying potential treatments for HAND with concurrent substance use disorders (Aksenova et al. 2019; Sybrandt et al. 2017, 2020). The analysis of transcriptomes involved a well-established model that simulates HAND with comorbid cocaine use disorder (CUD), utilizing primary cortical cultures treated with Tat and cocaine (Aksenov et al. 2006; Aksenova et al. 2019; Bertrand et al. 2015; Midde et al. 2013; Nath et al. 2002; Turchan et al. 2001). This analysis revealed a significant upregulation in the expression of Acod1 (aconitate decarboxylase 1) mRNA upon exposure to both Tat and Tat-Cocaine treatment.

The ACOD1 protein catalyzes the conversion of the tricarboxylic acid cycle intermediate cis-aconitate into itaconate, an immunometabolite produced during inflammatory responses. Itaconate exhibits potent anti-inflammatory activity (O'Neill and Artyomov 2019) and notably triggers the activation of the anti-inflammatory transcription factor Nrf2 via cysteine thiol alkylation of Keap1, inhibiting Keap1-mediated degradation of Nrf2 (Mills et al. 2018). Further, itaconate establishes tolerance in macrophages exposed to LPS-induced inflammation, hindering late NLRP3 inflammasome activation, IL-1β release, and pyroptosis by dicarboxypropylation of GSDMD (Gasdermin D) (Bambouskova et al. 2021), the main regulator of NLRP3-dependent pyroptosis (Shi et al. 2015), as well as suppresses IL-1α and IL-1β secretion (He et al. 2015; Tsuchiya et al. 2021). Consequently, itaconate orchestrates the regulation of tolerance and the overall level of inflammatory response in macrophages.

Given itaconate’s widely recognized anti-inflammatory properties and its potential as a therapeutic candidate for various conditions like sepsis, pulmonary inflammation, lupus, and multiple sclerosis (Lin et al. 2021), we conducted experiments to investigate the possibility of inducing an itaconate-mediated anti-inflammatory response in our HAND-CUD model by utilizing a cell-penetrable analog of this metabolite. Indeed, the ester-modified 4OI showed a potent anti-inflammatory activity in this model. Note that 4OI is also capable of penetrating the blood–brain barrier.

Using primary cortical cultures, we observed a significant increase in cell death when Tat and cocaine were administered together, indicating the synergistic and detrimental neurotoxic effects of this combination (Fig. 1C-B, Supplemental Fig. 1). However, 4OI treatment robustly rescued cellular survival. Excitingly, 4OI was shown to inhibit neuronal apoptosis triggered by Tat and cocaine treatment in a dose-dependent manner (Fig. 1C-D). This suggests that 4OI has the ability to mitigate the toxic effects induced by Tat and cocaine and consequently could be a potential brain-penetrant neuroprotective agent.

Given the specific association of Acod1 expression with inflammation-induced microglia (Sousa et al. 2018), we subsequently proceeded to determine the effects of 4OI on microglia. Pathological stimuli are known to trigger changes in microglial morphology, which is closely linked to their functional states. These states can be categorized as "ramified resting" and "activated ameboid" (Karperien et al. 2013), with various intermediate forms in between. When exposed to detrimental environmental conditions, initially ramified and quiescent microglial cells transition into an intermediate form, characterized by reduced arborization and enlarged soma. Eventually these cells adopt an amoeboid morphology, involving process retraction and increased cell body sizes, which indicates enhanced motility and activity (Davis et al. 2017; Ekdahl 2012; Walker et al. 2013).

Tat and cocaine treatment revealed a concentration-dependent impact on microglia morphology, including an increase in microglial cell number, a shortening of the microglia processes, and an increase in microglia size, with the exception of the highest tested combination concentration, at which survival was substantially compromised (Fig. 3A-C). The percentage of Iba1-positive cells within the culture decreased, and microglia transitioned into a dystrophic state, characterized by spheroidal swelling and stripped ramifications and processes (Holloway et al. 2019) (Fig. 3A-C). Although it appeared by morphology that 4OI and Tat, Tat/cocaine treatments all shift microglial morphology to ameboid, the RNA-seq results suggest that 4OI treatment results in a non-inflammatory ameboid microglia, which have been reported in normal neonatal and adult brains (Orlowski et al. 2003; Silva et al. 2021).

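Among genes with at least 1 CPM whose libraries did not overlap, the 3 largest rises with 4OI alone were those of the cystine transporter gene Slc7a11, the glutamate cysteine ligase modifier gene Gclm and Spata48. Slc7a11 rose from 62.7 ± 19.4 CPM in Control to 971 ± 480.1 CPM in 4OI cultures (log2 fold change 3.85, SE 0.376, limma FDR 1.37e-05) and Gclm from 37.3 ± 2.29 to 308 ± 126 CPM (2.94, FDR 1.60e-06). Spata48 was among the 3 largest rises in each setting: from 0.176 ± 0.0444 to 5.12 ± 3.12 CPM without Tat, to 4.23 ± 1.30 CPM in Tat-4OI and to 4.50 ± 1.11 CPM in Tat-Cocaine-4OI cultures, with log2 fold changes of 2.88, 2.82 and 2.88 (limma FDR up to 9.27e-05). Added to Tat, 4OI also raised Akr1b8 from 1.06 ± 0.588 to 15.6 ± 13.2 CPM (log2 fold change 3.15, limma FDR 0.00241) and Ddit4l2 from 4.96 ± 1.41 to 38.0 ± 9.57 CPM (2.82, FDR 1.15e-05). Added to Tat-Cocaine, it raised Slc7a11 from 64.3 ± 13.3 to 364 ± 56.2 CPM (2.501, limma FDR 0.000953) and the heme oxygenase gene Hmox1 from 208 ± 32.5 to 1076 ± 254 CPM (2.36, FDR 0.000158).
The largest falls with 4OI alone were those of Oas1a, Oas1f and S100a6. Oas1a went from 22.95 ± 29.6 to 0.449 ± 0.320 CPM (log2 fold change −3.68, limma FDR 0.0149), Oas1f from 18.3 ± 21.1 to 0.772 ± 0.393 CPM (−3.11, FDR 0.0410) and S100a6 from 17.1 ± 1.58 to 5.94 ± 1.61 CPM (−1.48, FDR 0.0481). Oas1a was past the limma threshold no longer without either of 4OI replicate 1 (−3.54, FDR 0.0788) and 4OI replicate 3 (−3.55, FDR 0.0791), Oas1f without any one of 4OI replicate 1 (−2.91, FDR 0.183), 4OI replicate 2 (−3.34, FDR 0.0588), 4OI replicate 3 (−3.07, FDR 0.169), Control replicate 2 (−2.103, FDR 0.187) and Control replicate 3 (−3.06, FDR 0.101), and S100a6 without any one of 4OI replicate 1 (−1.61, FDR 0.102), 4OI replicate 2 (−1.59, FDR 0.0701), 4OI replicate 3 (−1.26, FDR 0.276), Control replicate 1 (−1.55, FDR 0.0975), Control replicate 2 (−1.42, FDR 0.180) and Control replicate 3 (−1.48, FDR 0.106). Oas1a was also lost in 2 of 10 alternatives with limma FDRs of 0.000178 to 0.222, Oas1f in 5 of 10 alternatives with limma FDRs of 0.00111 to 0.266 and S100a6 in 5 of 10 alternatives with limma FDRs of 0.0185 to 0.180. In Tat-4OI the largest falls against Tat were those of Cxcl13, to 5.49 ± 3.63 CPM (log2 fold change −4.56, limma FDR 9.04e-05), Pla2g2a, from 23.2 ± 17.1 to 0.446 ± 0.684 CPM (−4.36, FDR 0.0116), and Ccl20, to 8.24 ± 4.27 CPM (−4.18, FDR 0.000315). Pla2g2a was past the limma threshold no longer without any one of Tat replicate 1 (−3.90, FDR 0.0548), Tat replicate 2 (−3.81, FDR 0.0737), Tat-4OI replicate 1 (−4.09, FDR 0.0638) and Tat-4OI replicate 3 (−4.08, FDR 0.0575) and with voom weights (1 of 10 alternatives with limma FDRs of 0.000448 to 0.101). In Tat-Cocaine-4OI the largest falls against Tat-Cocaine were those of the macrophage genes Cd163, from 20.7 ± 4.49 to 0.114 ± 0.104 CPM (log2 fold change −5.10, limma FDR 7.58e-05), Lyve1, from 85.0 ± 36.4 to 7.22 ± 6.08 CPM (−3.64, FDR 0.000866), and F13a1, from 10.6 ± 9.86 to 0.201 ± 0.0700 CPM (−3.59, FDR 0.0463). Lyve1 was lost in a fit to these groups alone (1 of 10 alternatives with limma FDRs of 4.85e-07 to 0.0674). F13a1 was lost in 6 of 10 alternatives with limma FDRs of 0.0231 to 0.179 and without any one of Tat-Cocaine replicate 1 (−2.88, FDR 0.198), Tat-Cocaine replicate 2 (−4.20, FDR 0.0528), Tat-Cocaine replicate 3 (−3.68, FDR 0.0790), Tat-Cocaine-4OI replicate 1 (−3.67, FDR 0.0859), Tat-Cocaine-4OI replicate 2 (−3.56, FDR 0.0862) and Tat-Cocaine-4OI replicate 3 (−3.53, FDR 0.146).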

In line with previous observations, 4OI treatment led to a significant activation of Nrf2-regulated antioxidant genes (Peace and O'Neill 2022; Saha et al. 2020; Simpson and Oliver 2020) in both untreated primary cortical cultures and those exposed to Tat and cocaine (Fig. 4). Furthermore, 4OI treatment suppressed the activation of pro-inflammatory pathways specific to myeloid cells, including ones like the adaptive immune response and complement binding. These pathways, typically set in motion by Tat and Tat-Cocaine, are known to be activated by HIV proteins through Toll-like receptor dependent pathways (Donninelli et al. 2016). 

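Adding 4OI to Tat lowered the antigen presentation list by a median log2 fold change of −1.22 (camera FDR 5.10e-12, fry FDR 0.00241), with 8 of 19 genes called lower by limma and 15 adjusted over the list alone. The 15 became 8 without Tat replicate 2, 9 without Tat-4OI replicate 1 and 8 without Tat-4OI replicate 3. Added to Tat-Cocaine, the median was −1.14 (camera FDR 1.18e-11, fry FDR 0.0133), with 6 genes called lower by limma and 10 adjusted over the list alone, or 6 without Tat-Cocaine-4OI replicate 1. The complement list had medians of −1.15 in Tat-4OI (camera FDR 0.000263, fry FDR 0.133) and −0.82 in Tat-Cocaine-4OI (camera FDR 0.0147, fry FDR 0.573). In Tat-4OI limma called 3 of 16 complement genes lower, 7 adjusted over the list alone. The 3 became 1 without any one of Tat replicate 1, Tat replicate 2, Tat-4OI replicate 1 and Tat-4OI replicate 3. The 7 became 3 without Tat replicate 1, 3 without Tat replicate 2, 1 without Tat-4OI replicate 1 and 11 without Tat-4OI replicate 2. In Tat-Cocaine-4OI limma called 0 complement genes, also adjusted over the list alone, and 3 and 7 without Tat-Cocaine-4OI replicate 2. The camera call there was lost without any one of Tat-Cocaine replicate 3 (−0.35, FDR 0.189), Tat-Cocaine-4OI replicate 1 (−0.27, FDR 0.436) and Tat-Cocaine-4OI replicate 3 (−0.69, FDR 0.0577), and the median was −1.40 without Tat-Cocaine-4OI replicate 2. NF-κB target genes had medians of −1.16 in Tat-4OI (camera FDR 2.77e-07, fry FDR 0.0417) and −0.45 in Tat-Cocaine-4OI (camera FDR 0.0118, fry FDR 0.573), where the camera call was lost without any one of Tat-Cocaine replicate 3 (−0.19, FDR 0.189), Tat-Cocaine-4OI replicate 1 (−0.17, FDR 0.308) and Tat-Cocaine-4OI replicate 3 (−0.33, FDR 0.0651). Their last median was −0.76 without Tat-Cocaine replicate 1 and −0.78 without Tat-Cocaine-4OI replicate 2. These medians kept their signs under median ratio rescaling and quantile normalization.
4OI alone also lowered the antigen presentation list (median −0.44, camera FDR 0.00146, fry FDR 0.569) and the complement list (−0.71, camera FDR 8.98e-05, fry FDR 0.375). The antigen presentation call was lost without either of 4OI replicate 3 (−0.27, FDR 0.0545) and Control replicate 2 (−0.20, FDR 0.207), and its median was −0.29 without 4OI replicate 1 and −0.76 without 4OI replicate 2. Without Control replicate 2 the complement median was −0.44. NF-κB target genes were not called with 4OI alone (−0.35, camera FDR 0.0752), except with the replicate block (camera FDR 0.00386) and without Control replicate 1 (−0.54, camera FDR 0.00657).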

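Among cytokine genes, Il1a stood at 2.05 ± 0.725 CPM in Control and 8.58 ± 2.93 CPM in Tat cultures (log2 fold change 1.82, SE 0.515, limma FDR 0.0256) and at 2.09 ± 1.34 CPM in Tat-4OI (−1.87 against Tat, FDR 0.0350). The rise was past the limma threshold no longer without any one of Control replicate 1 (1.57, FDR 0.113), Control replicate 3 (1.88, FDR 0.0544), Tat replicate 1 (1.70, FDR 0.0832) and Tat replicate 2 (1.63, FDR 0.116), and the fall with no filter (1 of 10 alternatives with limma FDRs of 0.00140 to 0.0535), and without any one of Tat replicate 1 (−1.76, FDR 0.103), Tat replicate 2 (−1.69, FDR 0.155), Tat-4OI replicate 1 (−1.80, FDR 0.125) and Tat-4OI replicate 3 (−1.55, FDR 0.152). In Tat-Cocaine cultures Il1a stood at 7.12 ± 4.04 CPM (1.43, limma FDR 0.0939) and in Tat-Cocaine-4OI at 3.69 ± 2.22 CPM (−0.79, FDR 0.460). Its rise with Tat-Cocaine was called with the replicate block (FDR 0.0103), in 1 of 10 alternatives with limma FDRs of 0.0132 to 0.160, and without Tat-Cocaine replicate 1 (2.00, FDR 0.0210). For Il1b the log2 fold change with Tat was 3.96 (SE 0.628, limma FDR 0.000535), and with Tat-Cocaine, at 47.8 ± 31.6 CPM, it was 3.13 (FDR 0.00482). With 4OI, Il1b stood at 17.3 ± 11.7 CPM in Tat-4OI (−2.25 against Tat, limma FDR 0.0374) and 19.9 ± 15.3 CPM in Tat-Cocaine-4OI (−1.30, FDR 0.291). The fall in Tat-4OI was past the limma threshold no longer without any one of Tat replicate 1 (−2.03, FDR 0.118), Tat replicate 2 (−1.97, FDR 0.169), Tat-4OI replicate 1 (−1.91, FDR 0.168) and Tat-4OI replicate 3 (−2.08, FDR 0.132) and with no filter and a fit to these groups alone (2 of 10 alternatives with limma FDRs of 0.00225 to 0.0554). Il6 stood at 0.652 ± 0.584 CPM in Control, 2.69 ± 1.11 CPM in Tat and 1.87 ± 1.28 CPM in Tat-Cocaine cultures, rises of 1.51 and 0.97 that were not called (limma FDR 0.107 and 0.355). The first was called in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0333 to 0.182). With 4OI it stood at 2.24 ± 1.27 CPM in Tat-4OI and 4.34 ± 2.90 CPM in Tat-Cocaine-4OI, changes of −0.27 and 1.02 (limma FDR 0.800 and 0.415), the first of which was 0.15 without Tat-4OI replicate 1. Ccl3, the gene of MIP-1α, rose from 2.84 ± 1.02 to 16.8 ± 8.75 CPM with Tat (log2 fold change 2.25, SE 0.605, limma FDR 0.0197), a call lost without any one of Control replicate 1 (1.97, FDR 0.0902), Tat replicate 1 (1.93, FDR 0.0853) and Tat replicate 2 (2.04, FDR 0.0948). It stood at 10.1 ± 6.67 CPM with Tat-Cocaine (1.44, limma FDR 0.154; 0.0361 without Tat-Cocaine replicate 1, with a change of 2.11). With 4OI it stood at 3.96 ± 2.07 CPM (−1.88 against Tat, limma FDR 0.0651) and 5.38 ± 3.06 CPM (−0.70 against Tat-Cocaine, FDR 0.606). The first of these falls was called in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0133 to 0.0951) and without Tat replicate 3 (−2.41, FDR 0.0322). Tnf lay under the minimum of 0.5 CPM and was not tested, with means of 0 to 0.0273 CPM in the 7 groups, under the value of 1 read. A change in its RNA could thus not be measured in the deposited values. Only uniquely mapped reads were counted, and whether depth or the counting accounts for values so low was not tested.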

In agreement with RNA-seq data, the secretion of pro-inflammatory cytokines such as IL-1α, IL-1β, IL6, TNF-α and MIP-1α were activated by Tat and Tat-Cocaine and suppressed by 4OI.

Interestingly, the effects of 4OI on the number of microglial cells were context dependent. While 4OI treatment increased the number of cells in control and Tat-treated cultures, 4OI conversely decreased the amount of microglial cells in Tat-Cocaine exposed cultures (Fig. 3). These results could be attributed to the previously-documented cell- and condition-specific effects associated with Nrf2 activation on cellular proliferation, which can yield either pro- or anti-proliferative effects (Murakami and Motohashi 2015). The cell and condition specific contexts that contribute to pro- or anti-proliferative effects in our model system require further investigation in future studies.

Moreover, 4OI treatment countered the Tat and Tat-Cocaine dependent upregulation of Phosphodiesterases (Pde4b and Pde5a) and Purinergic receptors (P2ry2, P2ry6 and P2rx4). 

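Pde5a stood at 14.8 ± 3.18 CPM in Control, 22.5 ± 4.33 CPM in Tat and 18.2 ± 2.35 CPM in Tat-Cocaine cultures. The rises were not called (log2 fold change 0.59, SE 0.222, limma FDR 0.0841 with Tat, and 0.30, FDR 0.439 with Tat-Cocaine), except with Tat in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0493 to 0.128), and without Tat replicate 3 (0.76, FDR 0.0417). With 4OI, Pde5a stood at 10.7 ± 2.31 CPM in Tat-4OI, a fall against Tat of −1.03 (limma FDR 0.00955) that was lost without either of Tat replicate 2 (−0.95, FDR 0.0556) and Tat-4OI replicate 1 (−0.90, FDR 0.0643). In Tat-Cocaine-4OI it stood at 11.4 ± 2.04 CPM (−0.66 against Tat-Cocaine, limma FDR 0.114), and the libraries did not overlap in either comparison with 4OI. Among the 22 genes tested whose symbols begin with Pde and a digit, limma called 2 higher (Pde4b and Pde9a) and 1 lower with Tat, 2 higher and 2 lower with Tat-Cocaine, 2 lower in Tat-4OI against Tat and 0 in Tat-Cocaine-4OI against Tat-Cocaine. Adjusted over the list alone the counts were 2 and 1, 3 and 3, 2, and 0. The 2 falls with Tat-Cocaine became 0 without Control replicate 1, Control replicate 3 or Tat-Cocaine replicate 2 and 1 without Tat-Cocaine replicate 1 or 3. The 2 falls in Tat-4OI became 0 without Tat replicate 2, 0 without Tat-4OI replicate 1 and 1 without Tat-4OI replicate 3. Among the 14 P2 receptor genes tested, limma called 5 higher with Tat (P2rx4, P2rx5, P2rx7, P2ry2 and P2ry6) and 2 lower, and 3 higher with Tat-Cocaine (P2rx4, P2rx5 and P2ry2) and 1 lower. Adjusted over the list alone these were 5, 3, 5 and 2. The 2 lower with Tat became 1 without any one Control library or Tat replicate 3 and 0 without Tat replicate 1 or 2, and the 1 lower with Tat-Cocaine became 2 without Tat-Cocaine replicate 1. The 3 higher became 1 without Control replicate 3 and 1 without Tat-Cocaine replicate 2. Of the 2 phosphodiesterase genes raised by Tat and by Tat-Cocaine, Pde4b was lower with 4OI in both, called in Tat-4OI alone, and Pde9a was not lower in either. All 5 P2 receptor genes raised by Tat were lower in Tat-4OI than in Tat, 1 of them called (P2ry2), and the 3 raised by Tat-Cocaine were lower in Tat-Cocaine-4OI, 0 of them called by limma. Of all 14, limma called 2 lower (P2rx1, −1.69, FDR 0.00186, and P2ry2) and 0 higher in Tat-4OI against Tat (6 lower adjusted over the list alone, median −0.70), which became 1 lower without any one of Tat replicate 2, Tat-4OI replicate 1 and Tat-4OI replicate 3 and 4 without Tat-4OI replicate 2. It called 1 higher (P2rx6, 1.23, FDR 0.0256) and 1 lower (P2rx1, −2.30, FDR 0.000158) in Tat-Cocaine-4OI against Tat-Cocaine (1 and 2 adjusted over the list alone, median −0.29), where P2rx1 and P2rx6 are named after their values were seen. The rise became 0 genes without any one of Tat-Cocaine replicates 1 and 2 and Tat-Cocaine-4OI replicates 2 and 3, and the fall 2 genes without Tat-Cocaine-4OI replicate 2.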

Phosphodiesterases, especially those of Pde4 and Pde5 families, are well-known regulators of microglia activation and serve as targets for the development of small molecules to manage neuroinflammation and treat neurodegenerative diseases, alongside other neuroinflammation-related pathologies (Pearse and Hughes 2016; Sanders 2020). The microglial purinergic receptors are activated by nucleoside di- and triphosphates released by neurons and glial cells in response to both normal brain activity and as a consequences of pathological events (Calovi et al. 2019). Specifically, receptors like P2ry2 and P2ry6, located on the surface of inflammatory microglia, play a role in the induction of phagocytosis and in the removal of stressed neurons (Hide et al. 2023; Puigdellivol et al. 2021). 

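Rac2 rose from 43.96 ± 14.1 CPM in Control to 268 ± 102 CPM with Tat (log2 fold change 2.57, SE 0.533, limma FDR 0.00408) and 171 ± 83.4 CPM with Tat-Cocaine (1.896, FDR 0.0330). The second call was lost without any one of Control replicate 1 (1.62, FDR 0.121), Control replicate 3 (1.96, FDR 0.0745), Tat-Cocaine replicate 1 (2.01, FDR 0.0546) and Tat-Cocaine replicate 3 (1.52, FDR 0.141). In Tat-4OI cultures Rac2 stood at 83.6 ± 40.3 CPM, a change of −1.70 against Tat (limma FDR 0.0586) that was called without either of Tat replicate 3 (−2.03, FDR 0.0449) and Tat-4OI replicate 2 (−2.07, FDR 0.0406) and in fits to these groups alone and to all 48 libraries (2 of 10 alternatives with limma FDRs of 0.00571 to 0.0848). In Tat-Cocaine-4OI cultures it stood at 80.8 ± 55.0 CPM (−1.18 against Tat-Cocaine, limma FDR 0.256). Tgm2 rose from 40.4 ± 16.2 to 223 ± 92.3 CPM with Tat (log2 fold change 2.45, SE 0.541, limma FDR 0.00631). With Tat-Cocaine it stood at 127 ± 63.9 CPM (1.57, limma FDR 0.0805), which was called with the replicate block (FDR 0.00303), in a fit to all 48 libraries (1 of 10 alternatives with limma FDRs of 0.0206 to 0.113), and without Tat-Cocaine replicate 1 (2.02, FDR 0.0393). Tgm2 stood at 40.9 ± 19.7 CPM in Tat-4OI, a change of −2.47 against Tat (limma FDR 0.0106) that was lost without either of Tat replicate 2 (−2.16, FDR 0.0688) and Tat-4OI replicate 1 (−2.100, FDR 0.0722). In Tat-Cocaine-4OI it stood at 59.3 ± 43.9 CPM (−1.19 against Tat-Cocaine, limma FDR 0.260). The Tat libraries of both genes lay above the Control and the Tat-4OI libraries, and libraries with Tat-Cocaine and with Tat-Cocaine-4OI overlapped.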

The expression of P2Y receptors is regulated in concert with the genes governing phagocytosis, such as VASP (Montaño-Rendón et al. 2022a), Rac2 (Flannagan et al. 2014) and TGM2 (Rébé et al. 2009).

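Ordered by log2 fold change, Acod1 held rank 4 among the 763 genes with a limma FDR under 0.05 that were lower in Tat-4OI than in Tat cultures, and rank 4 from the lowest among all 15609 tested. In Tat-Cocaine-4OI against Tat-Cocaine it held rank 166 from the lowest of 15609, and it was not among the 205 genes called lower by limma. With 4OI alone, where Acod1 was already near 0, at 0.0656 ± 0.0581 CPM, its change against Control was −0.59 (limma FDR 0.941). The change with 4OI in Tat-Cocaine cultures was not called different from that in Tat cultures, with 2.63 for their difference on the log2 scale (limma FDR 0.519). The authors' deposited comparison gives a log2 fold change of −4.61 (FDR 0.00225 in their table) in Tat-4OI and −1.96 (FDR 0.9303) in Tat-Cocaine-4OI cultures.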

Strikingly one of the most downregulated genes in Tat and Tat-Cocaine treated cultures by 4OI was Acod1. This result points to a potential autoregulatory mechanism of Acod1 expression by its product itaconate that balances activation of itaconate-dependent anti-inflammatory signals in microglial cells (Fig. 6). However, it is also possible that the effects of 4OI could differ from those of endogenous itaconate (Swain et al. 2020). Thus, additional studies are needed to substantiate the presence of such an autoregulatory loop.

**Fig. 6:**
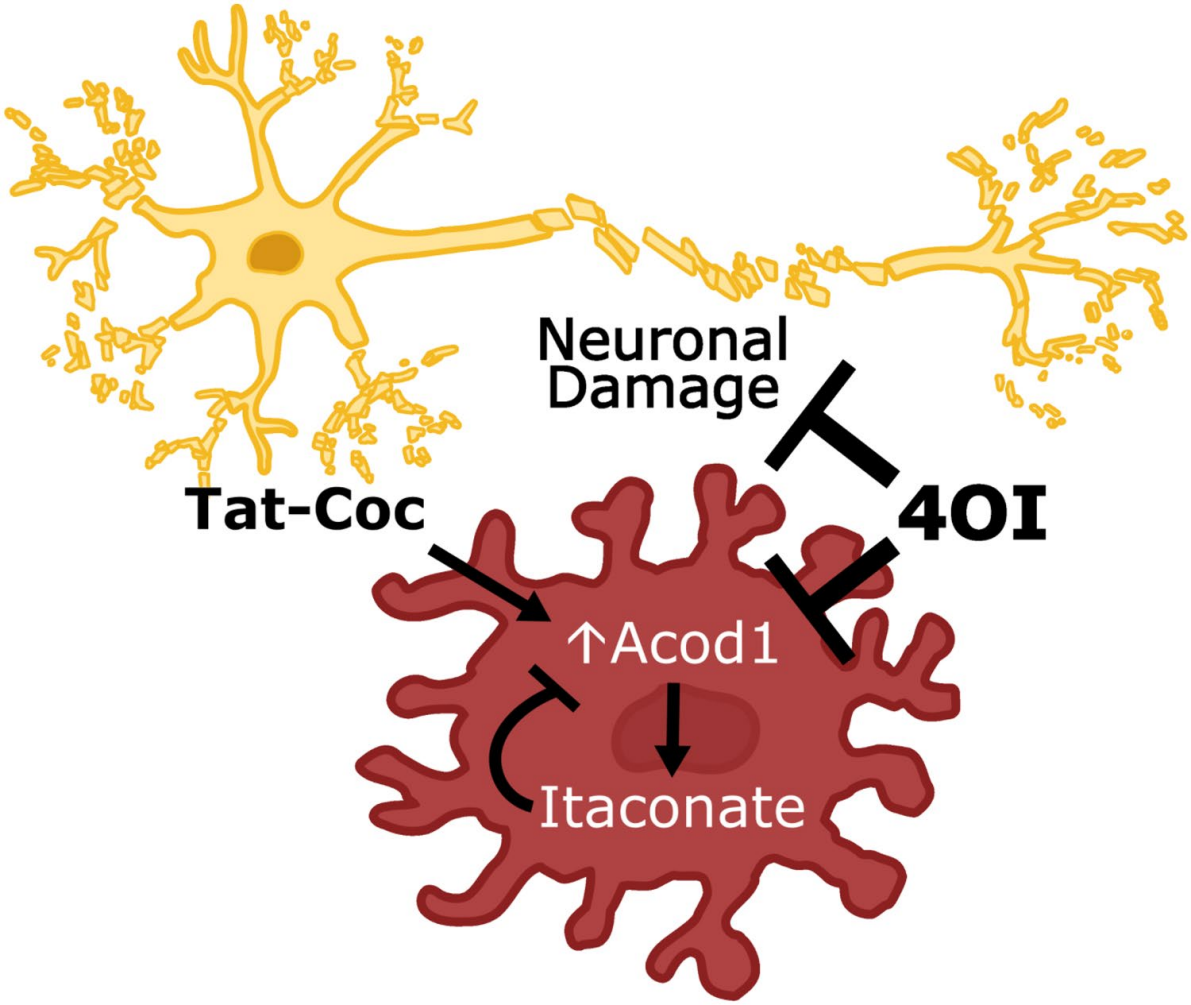
Possible model of 4OI-mediated neuroprotection. The observed neuronal damage and Acod1 overexpression resulting from Tat and cocaine treatment are significantly attenuated upon 4OI administration. This potential neuroprotection might stem from 4OI's negative feedback inhibition of Acod1

Collectively, these findings represent the first exploration of the role of cell-penetrable itaconate esters in microglia activation within the context of HAND-CUD models. Although the precise mechanism of itaconate-dependent microglia activation and regulation requires further studies, the application of the cell- and brain-penetrable form of itaconate, 4OI, holds promise as a potential therapeutic approach for HAND. Furthermore, investigations are warranted to elucidate the underlying mechanisms and evaluate the translational potential of 4OI in treating neuroinflammatory disorders and other neurodegenerative diseases.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1: Effects of Tat and/or cocaine on cell viability and microglia morphology in primary cortical cultures (a) Boxplots showing the percentage of dead/apoptotic cells in primary cortical cultures treated with Tat (1, 6, or 60 ng/mL) for 48 h and/or cocaine (10 or 25 μM) for an additional 24 h. The x-axis represents increasing Tat concentration, and the colors indicate different cocaine concentrations (Orange: 10 μM; Red: 25 μM). (b) Percentage of Iba1-positive microglia cells in each experimental group. Each data point corresponds to an image containing 300-450 cells. (c) Quantification of the length of microglia processes. (d) Measurement of microglia cell body size. Each box covers 50% of the data, and the line inside indicates the median. Statistical significance was determined using the Mann-Whitney-Wilcoxon test, followed by Bonferroni post hoc test (ns, not significant; *, p<0.05; **, p<0.01; ***, P<0.001)
(a) Boxplots showing the percentage of dead/apoptotic cells in primary cortical cultures treated with Tat (1, 6, or 60 ng/mL) for 48 h and/or cocaine (10 or 25 μM) for an additional 24 h. The x-axis represents increasing Tat concentration, and the colors indicate different cocaine concentrations (Orange: 10 μM; Red: 25 μM)
(b) Percentage of Iba1-positive microglia cells in each experimental group. Each data point corresponds to an image containing 300-450 cells
(c) Quantification of the length of microglia processes
(d) Measurement of microglia cell body size. Each box covers 50% of the data, and the line inside indicates the median. Statistical significance was determined using the Mann-Whitney-Wilcoxon test, followed by Bonferroni post hoc test (ns, not significant; *, p<0.05; **, p<0.01; ***, P<0.001)

Supplementary file2: Effects of Tat and cocaine on microglia cell morphology in primary cortical cultures
(a) Proportion of Iba1 positive microglial cells in cultures treated with high Tat (60 ng/mL) and/or 4OI (60 or 250 µM) for 48 h, followed by an additional 24 h with or without cocaine (25 µM)
(b) Length of microglia processes and (C) microglia cell body size in the same cultures. The intensity of the blue color indicates increasing 4OI concentration (60, 250 µM). The box covers 50% of the data in each condition, and the line inside indicates the median. Each point corresponds to an image containing 300-450 cells. The Mann-Whitney-Wilcoxon test was conducted to calculate the statistical significance, followed by Bonferroni post hoc test (ns, not significant; *, p<0.05; **, p<0.01; ***, P<0.001)

Supplementary file3: The effect of 4OI treatment on Acod1 expression levels upon Tat or Tat-Cocaine treatment
(a) Acod1 expression level, normalized to counts per million reads, after 48h of Tat treatment, with or without 4OI, and with or without cocaine exposure for 24 h
(b) qPCR analysis demonstrating the fold change of Acod1, normalized to ACTB, following 48 h Tat, with or without 4OI, and with or without an additional cocaine exposure for 24 h

Supplementary file4: The effect of 4OI treatment on transcriptomic profiles and pathways upon Tat or Tat-Cocaine treatment
Dot plot of gene enrichment analyses of the differentially expressed genes in cells treated with Tat with or without 4OI for 48 h, with or without an additional 24 h of cocaine exposure. Gene ontology terms are labeled with name, sorted according to adjusted p-value and gene ratio

Supplementary file5: Results of RNA-seq transcriptomics analysis, reads count and differential expression analysis. Columns descriptions are in worksheet “Description”, complete results are in worksheet “All_Data”, Results for the genes expressed differentially in any contrast (filtered by FDR < 0.05) are in worksheet “FDR < 0.05”.

## Data Availability

The RNA-seq data reported in this article has been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE269380.

## Abbreviations

ART: Antiretroviral therapy
PLWH: People living with HIV
HAND: HIV-associated neurocognitive disorder
CUD: Cocaine use disorder
BBB: Blood brain barrier
CNS: Central nervous system
IRG1: Immune responsive gene 1
Acod1: Aconitate decarboxylase 1
4OI: 4-Octyl-itaconate
Nqo1: NAD(P)H quinone oxidoreductase 1
Gstp1: Glutathione S‑transferase Pi
Gclc: Glutamate cysteine ligase catalytic subunit
VASP: Vasodilator Stimulated Phosphoprotein

How the deposited data were processed for this re-analysis (not part of the article)

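RNA-seq libraries of rat primary cortical cultures were analysed, 48 in all, in 16 groups of 3 cultures. The 7 groups of the paper (21 libraries) were untreated cultures (Control) and cultures given cocaine (25 µM for 24 h), Tat (6 ng/mL for 48 h), both (Tat-Cocaine), 4OI (250 µM), Tat with 4OI (Tat-4OI) or Tat, cocaine and 4OI (Tat-Cocaine-4OI). The other 9 groups (27 libraries), which the paper does not report, were cultures given Amlexanox (25 µM), Tazemetostat (3 µM) or Senicapoc (1 µM), each alone, with Tat and with Tat and cocaine. Groups and replicate numbers were taken from the labels, and 0 libraries were left out.

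The authors prepared strand-specific libraries, sequenced both ends of the fragments, aligned the reads to the rat genome with STAR and counted uniquely mapped reads per gene with featureCounts. The signal the authors deposited for each gene and library is CPM after TMM normalization in edgeR, so that each value is scaled to the effective size of its library. The values of a library add up to between 930399 and 1046890, and they are therefore on a scale close to, but not the same as, plain CPM. The value of 1 read was read off from the smallest step in each library, and 85.0 to 87.3% of the values above 0 were whole reads within 0.02 read, the others fractions of a read. Tests that need whole reads were for this reason not run, and limma on the logarithm was used, which had been chosen for the case of scaled values. The authors' deposited log2 fold changes come from models fitted with glmFit in edgeR, in 16 comparisons. The authors' deposited p-values come from the likelihood ratio test (glmLRT), and their FDR values from the Benjamini-Hochberg procedure. These columns were checked for range and sign against the group means and are quoted as the authors', without entering any test. Genes are named by the symbols of the deposited table, 30211 in all, of which 6162 are at 0 in each library. Positions are not given, since the reference at hand was of another genome build than the authors'.

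Depth lay between 17.6 and 27.6 M reads on genes in the 21 libraries (median 21.9 M) and between 17.5 and 29.1 M in all 48 (median 22.4 M). A value of 0.5 CPM stood for 8.58 to 13.6 reads in the 21 libraries and for 8.58 to 15.0 in all 48. The 10 leading genes of a library held 7.45 to 13.1% of its sum, and the leading gene 1.46 to 3.44%. Libraries of a group were compared in 48 pairs. Their Pearson correlation on the log2 scale was 0.987 to 0.999, and their chi-square per degree of freedom, where counting error alone gives 1, was 5.84 to 131. Over all genes with at least 10 reads in a pair the spread between cultures is thus wider than counting error, which was not tested apart for genes with few reads.

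Values were analysed as log2(CPM + 0.5) in R 4.3.3. Genes with at least 0.5 CPM in at least 3 libraries of the fit were tested with limma 3.58.1 (lmFit, and eBayes with a trend), with Benjamini-Hochberg FDR under 0.05 as the threshold. The comparisons of the paper were made in a fit to the 21 libraries of its 7 groups (15609 genes), and those of the other compounds in a fit to all 48 (15890 genes), without covariates. Cocaine was also compared over 4 compounds in a fit to the 24 libraries concerned, with 1 mean per group (15564 genes). Differences of 4OI effects between cultures were tested as interaction contrasts in the same fit. With 3 libraries against 3 an exact permutation test cannot give a p under 0.1. The comparison of Tat with Control was tested on simulated data of 15615 genes in which 200 had been changed. Limma called 58.5% of the 200 in the right direction, 26.9% of those changed 1.5-fold, 55.2% of those changed 2-fold and 93.9% of those changed 4-fold. Of its 120 calls 3 were genes that had not been changed, and 0 genes were called where nothing had been changed. Genes were drawn independently of each other, without the spread that many genes of a real library share. These counts of wrong calls need not carry over to the real libraries. There, another split gave up to 743 genes for Cocaine against Control and 451 for Tat-Cocaine against Tat. The slope of fitted on true change was 0.974 for genes with at least 10 CPM.

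Hand-written lists of genes, 17 in all with 0 genes in common, were tested with camera (preset correlation between genes of 0.01), and with fry as a second test. They stand for Nrf2 targets (21 genes tested), other antioxidant genes (18), cytokines (25), complement (16), antigen presentation (19), NF-κB targets (18), the interferon response (20), myeloid cells (13), homeostatic microglia (11), neurons (16), astrocytes (11), oligodendrocytes (10), their precursors (5), cholesterol synthesis (17), ATF4 stress targets (13), heat shock (10) and immediate-early genes (11). FDR values of the lists were adjusted over the 153 tests of 17 lists in 9 contrasts, and for the other compounds over the list tests of the fit to all 48 libraries. Gene families were taken by symbol (Pde and a digit, P2rx or P2ry, Il and a digit, Tnf). The genes named are those the paper's text names as RNA-seq results, the genes of the 8 cytokines of Fig. 5 and of the stained proteins, and for each comparison of Fig. 4 the 3 largest rises and the 3 largest falls. The last were taken among genes past the threshold with a mean of at least 1 CPM and groups that do not overlap. Fig. 4 had been seen when this rule was written, and genes named outside it are said to be so. Correlations and shares between comparisons that have libraries in common were set beside simulated data without a common effect.

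The groups, comparisons, tests, lists, families, the rule for named genes and the alternatives were chosen before the data were examined, with exceptions. Added afterwards were voom weights on fractional reads as an alternative, the comparison of cocaine over 4 compounds, the other splits of the libraries, the scores of single libraries, the leading component of the spread, the check of the authors' log CPM and tests of explanations other than those of microglia number, scaling of the inflammatory genes in Tat-4OI, other compounds and stress. The alternatives were pseudocounts of 0.1 and 1 CPM, no filter, a minimum of 2 CPM, rescaling to the median ratio, quantile normalization, a fit to the compared groups alone, a fit to all 48 libraries, the replicate number as a block, limma without a trend, fry, an added minimum of 1 for the absolute log2 fold change, and each library left out in turn. For correlations, all tested genes and Spearman coefficients were tried as well.

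Whether equal replicate numbers mark paired cultures was checked on the deviations of libraries from their group means. Their correlation was on average 0.167 for libraries with the same number in different groups and −0.0835 for those with different numbers. Deviations from a group mean add up to 0, so that the second value follows from the first and is no separate evidence. Over the 16 comparisons it ranged from −0.779 to 0.814 for a same-numbered pair. All 3 pairs were over 0.1 in 5 comparisons: Tat-Cocaine, 4OI, Tazemetostat and Senicapoc against Control, and Tat-Amlexanox against Tat. There the numbers were taken to pair the cultures, and the value with the block is given where it changes a call or moves a count by over 1.5 times. Neither the paper nor the labels state such pairs, and the comparisons against Control share its libraries. Where the text says that the block or the numbers pair libraries, or do not, this rule is meant.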

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

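Tests chosen only after the result was seen are those with voom weights, the comparison of cocaine over 4 compounds, the other splits of the libraries and the tests of explanations, whereas the counts for the other compounds, the list tests and the tests of a difference between cultures were planned.

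Genes differed between libraries with and without cocaine in cultures of which the paper reports only a part. In Tat cultures that also held 4OI, Amlexanox, Tazemetostat or Senicapoc (24 libraries), cocaine was compared with no cocaine as the mean of the 4 differences, without the pair that held no compound (Tat-Cocaine and Tat). Limma called 2745 of 15564 genes, 1353 higher and 1392 lower with cocaine (5454 at an unadjusted p under 0.05), of which 46 had an absolute log2 fold change of at least 1, 44 of them lower. Within 1 compound, in the fit to 48 libraries, limma called 0 genes with 4OI (1473 at an unadjusted p under 0.05), 0 with Amlexanox (258), 0 with Tazemetostat (1365) and 29 with Senicapoc (2192). Whether equal replicate numbers pair the libraries with and without cocaine was not checked here, and neither fit held such pairs. The mean scores of the neuron list over replicates 1 to 3 with Amlexanox were 7.16, 7.36 and 7.70 without cocaine. With cocaine they were 7.03, 7.21 and 7.57. Replicates kept their order with 4OI and Tazemetostat too, but not with Senicapoc. The count of 2745 depended on the compounds pooled, most of all on Senicapoc: it was 185 without the Senicapoc libraries, 1029 without those with 4OI, 1072 without those with Tazemetostat and 2367 without those with Amlexanox. With Tat-Cocaine and Tat pooled too it was 1093, and the immediate-early median −1.01 (camera FDR 1.71e-10). Leaving out 1 library made it 1528 (Tat-Amlexanox replicate 3), 4674 (Tat-Tazemetostat replicate 2), 1581 (Tat-Tazemetostat replicate 3), 1721 (Tat-Senicapoc replicate 1) or 1805 (Tat-Cocaine-Amlexanox replicate 1). The list of 11 immediate-early genes had a median log2 fold change of −1.20 (camera FDR 1.73e-08, fry FDR 6.26e-08), with 7 genes called lower by limma and 0 higher. Its median stayed between −1.28 and −1.12 with single libraries left out and between −1.377 and −1.002 without the libraries of any 1 compound, and within 1 compound it was −1.14 with 4OI, −0.46 with Amlexanox, −0.73 with Tazemetostat and −1.57 with Senicapoc. In Tat-Cocaine against Tat, without a compound, the list was not called (−0.28, camera FDR 0.225, fry FDR 0.637, 9 of 11 genes lower, 0 called by limma), with Fosb (0.20) and Egr2 (0.19) higher. Named after their values were seen, Npas4 (−2.04), Egr4 (−1.504), Fosb (−1.45), Nr4a1 (−1.27) and Arc (−1.24) were lower in all 3 cocaine libraries than in all 3 others with each compound, at limma FDRs up to 0.000412. Nr4a3 (−1.20) was so with 3 compounds and Fos (−0.50) with 2, both at a limma FDR of 0.000236. Junb, Egr1, Egr2 and Ier2 were not called (limma FDRs of 0.421 to 0.753).

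Camera also called the cholesterol synthesis list lower with cocaine (median −0.17, camera FDR 1.39e-05, fry FDR 0.0294). It called higher the lists of cytokines (0.30, camera FDR 0.0136, fry FDR 0.225), interferon response (0.14, camera FDR 0.0188, fry FDR 0.230) and other antioxidant genes (0.16, camera FDR 0.0210, fry FDR 0.0294). The neuron list was lower with cocaine too (median −0.47, camera FDR 2.00e-07, fry FDR 0.0294, 9 of 16 genes called lower by limma), so that fewer neurons is 1 explanation for the lower immediate-early genes. With the neuron score of each library in the model the immediate-early median was still −0.74 (camera FDR 6.75e-13) and 1305 genes were called by limma, which argues against fewer neurons as the whole cause. After quantile normalization the median was −1.18 (camera FDR 1.09e-08) and 2825 genes were called by limma, which argues against library scaling. When cocaine was relabelled within each compound, 2 of 100 splits gave as many genes, the real one and another with 2878. This argues against chance only if equal replicate numbers do not pair the libraries, which was not checked for cocaine within a compound. Chance is also not excluded for a comparison that was itself chosen after the values were seen. The labels number the libraries group by group, all of the cocaine-free ones before all of those with cocaine, and an effect of the order of processing cannot be told apart from one of cocaine. A lower activity of neurons 24 h into cocaine stays open as well, as a hypothesis found and tested on the same data.

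Genes were also called with Amlexanox, Tazemetostat and Senicapoc, in libraries that the paper does not report (15890 genes tested with limma). Amlexanox alone changed 1804 genes against Control, 596 higher and 1208 lower (4154 at an unadjusted p under 0.05), and the authors' deposited comparison has 460, of which 457 are among the 1804. The count was 3003 without Amlexanox replicate 1, 160 without Amlexanox replicate 3, 1123 without Control replicate 2 and 417 without Control replicate 3. Added to Tat, Amlexanox changed 133 genes, 64 higher and 69 lower (1988 at an unadjusted p under 0.05, 22 in the authors' comparison), and 493 with the replicate block, which pairs these libraries. It was 1 without Tat replicate 2, 14 without Tat replicate 3, 0 without Tat-Amlexanox replicate 1 and 22 without Tat-Amlexanox replicate 3. Added to Tat-Cocaine, Amlexanox changed 147 genes, 55 higher and 92 lower (2829 at an unadjusted p under 0.05, 13 in the authors' comparison). This count was 12 without Tat-Cocaine replicate 1, 5 without Tat-Cocaine replicate 2, 1317 without Tat-Cocaine replicate 3, 7 without Tat-Cocaine-Amlexanox replicate 1 and 15 without Tat-Cocaine-Amlexanox replicate 3. Senicapoc alone changed 0 genes by limma (1378 at an unadjusted p under 0.05, 0 with voom weights, 0 in the authors' comparison), and 15 with the replicate block. Added to Tat it changed 65, 11 higher and 54 lower (2909 at an unadjusted p under 0.05, 5 in the authors' comparison), a count that was 0 without Tat replicate 2, 0 without Tat replicate 3, 6 without Tat-Senicapoc replicate 1, 7 without Tat-Senicapoc replicate 2 and 0 without Tat-Senicapoc replicate 3. Added to Tat-Cocaine it changed 7, of which 5 were lower (2466 at an unadjusted p under 0.05, 1 in the authors' comparison), a count that was 2 without Tat-Cocaine replicate 1, 0 without Tat-Cocaine replicate 2, 985 without Tat-Cocaine replicate 3, 1 without Tat-Cocaine-Senicapoc replicate 1 and 1 without Tat-Cocaine-Senicapoc replicate 2. Among the 7, and named after their values were seen, are Gucy2g (−1.13, limma FDR 0.00208) and Ptpru (−0.73, FDR up to 0.0268), which were higher in Tat-Cocaine than in Tat cultures. The Tat-Cocaine libraries are common to both comparisons. In fits to the 6 libraries of a comparison alone limma called 0 genes in each of these 5 comparisons, so that the counts rest on a spread estimated from the other groups too. In each of the 5, 1 of 10 splits of the 6 libraries gave as many genes, the real one, and 10 splits are too few for chance to be excluded. Another split of the Amlexanox and Control libraries gave 1252 genes in place of 1804. For Senicapoc alone 10 of 10 splits gave as many, and the largest count was 620. Among the 4 splits that part all 3 pairs of Tat-Amlexanox and Tat libraries the real one alone gave as many, and the other 6 part 1 pair each.

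Under the other 2 scalings the lowest count for Amlexanox alone was 1811, which argues against library scaling. Amlexanox alone lowered the astrocyte list (median −0.78, camera FDR 5.89e-05, fry FDR 0.0106) and raised the immediate-early list (0.84, camera FDR 1.08e-05, fry FDR 0.00136). With the neuron, astrocyte and myeloid scores in the model limma called 270 genes, 169 of them among the 1804. A changed make-up of the cultures and an effect on genes cannot be told apart here, since these scores may respond to Amlexanox themselves. With the same scores the counts were 619 in Tat-Amlexanox and 636 in Tat-Cocaine-Amlexanox, above those without them, and 1 in Tat-Senicapoc and 49 in Tat-Cocaine-Senicapoc. Beyond the make-up of the cultures, no biological explanation was tested for the effects of Amlexanox and Senicapoc.

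Tazemetostat changed 0 genes by limma alone (576 at an unadjusted p under 0.05, 0 with voom weights, 0 in the authors' comparison) and 0 when added to Tat (851, 0 and 1), or 17 and 59 with the neuron, astrocyte and myeloid scores in the model. In Tat-Tazemetostat the count was 2 without Tat replicate 1, 6 without Tat replicate 3, 1 without Tat-Tazemetostat replicate 2 and 1 without Tat-Tazemetostat replicate 3. Added to Tat-Cocaine it changed 4554 genes, 2423 higher and 2131 lower (6816 at an unadjusted p under 0.05), and the authors' comparison has 1256, of which 1255 are among the 4554. A fit to the 6 libraries alone gave 3783. The count was 262 without Tat-Cocaine replicate 1, 763 without Tat-Cocaine replicate 2, 2895 without Tat-Cocaine-Tazemetostat replicate 1 and 174 without Tat-Cocaine-Tazemetostat replicate 2. In Tat-Cocaine-Tazemetostat 1 of 10 splits gave as many genes, the real one, and chance cannot be excluded with 10 splits; for the other 2 comparisons 10 of 10 gave as many. The lowest count under the other 2 scalings was 4555, which argues against library scaling. Depths did not overlap between the groups, with 20.2 to 21.8 M reads in Tat-Cocaine-Tazemetostat and 22.8 to 25.0 M in Tat-Cocaine libraries. Because of this a first test, whether the depths overlap, was replaced by the share of genes called among those with at least 50 CPM. That share was 32.0% of 4570 genes against 27.3% of the others, so that the calls do not sit in genes with few reads, but depth and group cannot be told apart since the depths part the groups. Depths of Tat-Tazemetostat (19.3 to 20.1 M) and Tat libraries (20.2 to 22.4 M) did not overlap either, where 0 genes were called by limma. With the neuron, astrocyte and myeloid scores in the model limma called 131 genes, 89 of them among the 4554. A changed make-up of the cultures and an effect on genes cannot be told apart, since these scores may respond to Tazemetostat themselves. The neuron list was lower (median −0.96, camera FDR 1.75e-07, fry FDR 0.0229, 14 of 16 genes called lower by limma), the oligodendrocyte list was lower (−2.94, camera FDR 0.00165, fry FDR 0.120) and the myeloid list higher (1.11, camera FDR 0.000650, fry FDR 0.0892). An effect of Tazemetostat present in any Tat culture stays open, since limma called 0 genes for a difference between its effects in Tat-Cocaine and in Tat cultures (2373 at an unadjusted p under 0.05) and 0 between Tat-Cocaine-Tazemetostat and Tat-Tazemetostat (1365). Of the 4554 genes 3711 had the same sign in Tat-Tazemetostat against Tat, with a correlation of 0.652 across genes.

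Interferon-response genes, which the paper does not discuss, were lower with 4OI. The list of 20 genes had medians of −1.80 with 4OI alone (camera FDR 2.39e-19, fry FDR 0.0517), −1.70 in Tat-4OI against Tat (camera FDR 3.22e-09, fry FDR 0.0548) and −1.51 in Tat-Cocaine-4OI against Tat-Cocaine (camera FDR 6.27e-10, fry FDR 0.106). All 20 genes were lower in each comparison, and limma called 1, 7 and 2 of them, or 20, 17 and 12 adjusted over the list alone. In the fit to 48 libraries the fry FDRs were 0.00699, 0.00775 and 0.0313. Without Control replicate 2 the median with 4OI alone was −0.87. The Control libraries themselves spread widely, with interferon scores of 3.98 to 7.09, and the effects of 4OI with and without Tat were not called different for this list (median −0.07, camera FDR 0.700), but for 0.58 without Control replicate 1 (camera FDR 3.49e-05) and −0.63 without Control replicate 2 (camera FDR 0.00160). A high interferon signal in Control libraries alone is argued against, since the 4OI libraries also lay below the 12 libraries of Cocaine, Amlexanox, Tazemetostat and Senicapoc cultures (exact permutation p 0.0044, 3 against 12 libraries), narrowly, with 3.82 as the highest with 4OI and 3.85 as the lowest other. Without Tat the interferon score less the myeloid score was −2.18 with 4OI and −1.14 in the other 15 libraries (exact permutation p 0.0123, 3 against 15 libraries). This does not settle whether fewer myeloid cells are the whole cause, since the difference takes both scores to fall alike. The myeloid scores of 4OI replicates 1 and 3 (5.41 and 5.48) lay below the lowest other (5.53, Senicapoc replicate 1). Replicate 2 alone lay within their range, at 6.51 with an interferon score of 3.82. With Tat the difference of the scores was −0.96 with 4OI and −0.79 in the other libraries (exact permutation p 0.405, 6 against 24 libraries). A lower interferon response and fewer myeloid cells cannot be told apart there, because both scores fell together. The interferon scores themselves did not overlap, with 5.41 as the highest of the 6 and 6.13 as the lowest of the 24. Of the 6, Tat-4OI replicate 2 and Tat-Cocaine-4OI replicate 2 had myeloid scores within the range of the 24 (6.77 and 6.80) at interferon scores of 5.19 and 5.41, too few libraries to settle it. After quantile normalization the median with 4OI alone was −1.77, which argues against library scaling. A lower interferon response of the cultures to 4OI may account for the fall without Tat, as a hypothesis.

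Limma called 5 of 15609 genes for a different effect of 4OI with and without Tat, the difference of Tat-4OI against Tat and 4OI against Control (1362 at an unadjusted p under 0.05). For each of the 5 genes the change with 4OI was more negative in Tat cultures than without Tat. Named after their values were seen, they are Retn (FDR 0.00121), LOC691143 (−2.17, FDR 0.00772), RT1-Da (−3.06, FDR 0.0235), RT1-Db1 (−3.29, FDR 0.0235) and Tectb (−1.69, FDR 0.0379). RT1-Da stood at 0.299 ± 0.123 CPM in Control, 0.448 ± 0.368 in 4OI, 22.6 ± 2.14 in Tat and 2.67 ± 0.584 in Tat-4OI cultures, RT1-Db1 at 0.500 ± 0.231, 0.475 ± 0.426, 20.5 ± 2.84 and 1.52 ± 0.394 CPM, and LOC691143 at 12.5 ± 0.952, 14.1 ± 0.169, 81.0 ± 5.25 and 19.9 ± 1.23 CPM. Retn is listed at 0 in the Control and 4OI libraries and stood at 7.21 ± 2.096 CPM in Tat and 0.247 ± 0.251 CPM in Tat-4OI cultures, and Tectb stood at 2.34 ± 0.413 and 0.471 ± 0.198 CPM there against 0.220 ± 0.0795 CPM in Control. Retn, RT1-Da, RT1-Db1 and Tectb thus had little or no room to fall with 4OI in cultures without Tat, and of the 5 LOC691143 alone stood well above 0 there. Without Tat, RT1-Db1 alone of the 5 had a lower mean with 4OI than in Control. The count of 5 was 2 without 4OI replicate 1, 2 without Control replicate 1, 2 without Control replicate 3, 2 without Tat replicate 2, 2 without Tat replicate 3, 2 without Tat-4OI replicate 1, 3 without Tat-4OI replicate 2 and 2 without Tat-4OI replicate 3. With all 48 libraries in the fit it was 79, with a fit to the 4 groups alone 11, with a pseudocount of 0.1 CPM 3 and with voom weights 0. When labels were exchanged within each pair of groups, 14 of 100 splits gave as many genes, the real one included, so that chance is not excluded for the count. Between Tat-Cocaine and Tat cultures limma called 0 genes for a different effect of 4OI (1380 at an unadjusted p under 0.05, 0 with voom weights), and 100 of 100 splits gave as many.

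Over the cytokine list the median of the difference with and without Tat was −1.10 (camera FDR 2.33e-06, fry FDR 0.196), over antigen presentation −0.81 (camera FDR 6.18e-08, fry FDR 0.133; −0.47 without Tat replicate 2) and over NF-κB targets −1.06 (camera FDR 1.10e-05, fry FDR 0.277; −0.67 without Tat-4OI replicate 1). The complement list was not called (−0.41, camera FDR 0.296) except without Control replicate 2 (−0.69, FDR 0.0337). Levels without Tat too low to fall are argued against for the cytokines, since the 13 of 25 members with at least 2 CPM in Control had a median of −1.13. The Nrf2 list rose less with Tat than without (−0.26, camera FDR 0.0111, fry FDR 0.168), which was lost without Tat replicate 3 (−0.25, FDR 0.0750). Between Tat-Cocaine and Tat cultures the medians of the difference were 0.62 for cytokines (camera FDR 0.0128, fry FDR 0.573) and 0.71 for NF-κB targets (camera FDR 0.000804, fry FDR 0.429), so that both fell less with 4OI in Tat-Cocaine cultures. The cytokine call was lost without any one of Tat-4OI replicate 1 (0.34, FDR 0.112), Tat-Cocaine replicate 1 (0.20, FDR 0.384) and Tat-Cocaine-4OI replicate 2 (0.36, FDR 0.158), and the median was 1.07 without Tat-4OI replicate 2. The NF-κB median was 0.45 without Tat-4OI replicate 1, 0.48 without Tat-Cocaine replicate 1 and 0.39 without Tat-Cocaine-4OI replicate 2. Antigen presentation (0.29, camera FDR 0.159) and complement (0.28, camera FDR 0.124) were not called there. Since Tat raised these genes, an effect of 4OI on what Tat induces may account for the cytokine difference of −1.10, with −1.13 over the genes well above 0 in Control, as a hypothesis. A fall in the number of myeloid cells that is larger with Tat stays open.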

How the results depend on the processing

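Tests with voom weights were chosen only after the results were seen, and all other tests were planned.

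In parentheses after each changed count is the one reported. With a pseudocount of 0.1 CPM limma called 0 for Tat-Cocaine against Tat (2), 91 for Tat-Cocaine-Amlexanox against Tat-Cocaine (147) and 25 for Tat-Senicapoc against Tat (65), and with one of 1 CPM 5 for Tat-Tazemetostat against Tat (0). Without a filter it called 2 for Cocaine against Control (1), 2 for Tazemetostat against Control (0), 1 for Senicapoc against Control (0) and 12 for Tat-Cocaine-Senicapoc against Tat-Cocaine (7), with a minimum of 2 CPM 0 for Tat-Cocaine against Tat (2). After median ratio rescaling it called 3 for Tat-Tazemetostat against Tat (0) and 23 for Tat-Senicapoc against Tat (65), and after quantile normalization 2 for Tat-Tazemetostat against Tat (0), 31 for Tat-Senicapoc against Tat (65) and 13 for Tat-Cocaine-Senicapoc against Tat-Cocaine (7). Without a trend it called 6 for Tat-Tazemetostat against Tat (0) and 23 for Tat-Senicapoc against Tat (65). With voom weights it called 0 for Tat-Cocaine against Tat (2), 83 for Tat-Amlexanox against Tat (133) and 36 for Tat-Senicapoc against Tat (65). For the difference of 4OI effects with and without Tat the count of 5 became 3 with a pseudocount of 0.1 CPM and 0 with voom weights. The cause was not tested for any of these.

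A fit to the compared groups alone has fewer samples from which to estimate the spread. It called 1252 for Tat against Control (2229), 619 for Tat-Cocaine against Control (1463), 0 for Cocaine against Control (1), 101 for 4OI against Control (221), 113 for Tat-Cocaine-4OI against Tat-Cocaine (559), 0 for Tat-Cocaine against Tat (2), 0 for Amlexanox against Control (1804), 0 for Tat-Amlexanox against Tat (133), 0 for Tat-Cocaine-Amlexanox against Tat-Cocaine (147), 0 for Tat-Senicapoc against Tat (65) and 0 for Tat-Cocaine-Senicapoc against Tat-Cocaine (7), and 11 genes for the difference of 4OI effects with and without Tat (5). A fit to all 48 libraries, which has more, called 3382 for Tat against Control (2229), 2372 for Tat-Cocaine against Control (1463), 32 for Cocaine against Control (1), 501 for 4OI against Control (221), 2475 for Tat-4OI against Tat (1266) and 1170 for Tat-Cocaine-4OI against Tat-Cocaine (559), and 79 for that difference. A minimum of 1 for the absolute log2 fold change, which can only lower a count, left 833 for Tat against Control (2229), 574 for Tat-Cocaine against Control (1463), 66 for 4OI against Control (221), 479 for Tat-4OI against Tat (1266), 223 for Tat-Cocaine-4OI against Tat-Cocaine (559), 1 for Tat-Cocaine against Tat (2), 507 for Amlexanox against Control (1804), 30 for Tat-Amlexanox against Tat (133), 41 for Tat-Cocaine-Amlexanox against Tat-Cocaine (147), 1219 for Tat-Cocaine-Tazemetostat against Tat-Cocaine (4554), 9 for Tat-Senicapoc against Tat (65) and 3 for Tat-Cocaine-Senicapoc against Tat-Cocaine (7).

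The log2 fold change of Acod1 lost its call in Tat-Cocaine against Control with the compared groups alone (3.40, limma FDR 0.0835) and with voom weights (4.69, FDR 0.183), and in Tat-4OI against Tat with voom weights (−4.50, FDR 0.0636). For 4OI against Control Acod1 has no value in the compared groups alone, where it is below the filter. The Nrf2 list in Tat against Control, not called, went from 0.10 to −0.037 after quantile normalization, and Map2 in Tat-Cocaine-4OI against Tat-Cocaine, not called, from 0.042 to −0.055. By fry the cytokine list in Tat-Cocaine-4OI against Tat-Cocaine (−0.69) was not past the threshold (fry FDR 0.168). The correlation of 4OI effects in Tat cultures and without Tat (0.749) was 0.697 with the compared groups alone, 0.542 over all genes tested and 0.803 by Spearman. The correlation of those in Tat and Tat-Cocaine cultures (0.866) was 0.506 over all genes tested. Shares of genes that 4OI moved back were 0.980 in Tat and 0.899 in Tat-Cocaine cultures among genes with an absolute log2 fold change of at least 1. Other than for these, which run over other genes by construction, the cause was not tested.

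Under other scalings, camera no longer called 4OI alone for the other antioxidant genes (FDR 0.0556 after quantile normalization), for cytokines (0.0694 after median ratio rescaling, 0.0679 after quantile normalization) or for heat shock (0.108 after quantile normalization), nor other antioxidant genes for the difference of 4OI effects in Tat-Cocaine and Tat cultures (0.0737 after quantile normalization). The share of called genes that were higher went after quantile normalization from 67.8 to 55.3% in Tat against Control, from 39.7 to 50.2% in Tat-4OI against Tat, from 48.1 to 63.2% in Tat-Amlexanox against Tat and from 28.6 to 15.4% in Tat-Cocaine-Senicapoc against Tat-Cocaine. After median ratio rescaling it went from 16.9 to 34.8% in Tat-Senicapoc against Tat. The cause was not tested.

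With the replicate block, where the numbers were taken to pair the cultures, limma called 439 genes for 4OI (221), 493 for Tat-Amlexanox against Tat (133) and 15 for Senicapoc (0). Beside these and the values given at the genes and lists concerned, the block changed no other call in those 5 comparisons. In the other comparisons the block gave 2354 for Tat-4OI against Tat, 1051 for Tat-Cocaine-4OI against Tat-Cocaine, 0 for Tat-Cocaine against Tat, 338 for Tat-Cocaine-Amlexanox against Tat-Cocaine, 16 for Tat-Tazemetostat against Tat, 646 for Tat-Senicapoc against Tat and 18 for Tat-Cocaine-Senicapoc against Tat-Cocaine, and 27 for the difference of 4OI effects with and without Tat. There it also brought past the camera threshold the myeloid list in Cocaine (FDR 0.0308), the immediate-early list in Tat-Cocaine-4OI against Tat-Cocaine (0.0310) and the microglia list in Tat-Cocaine against Tat (0.0434).

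Each library was left out in turn, which lowers the number of samples. The count of genes called by limma was then 1030 (without Tat replicate 2) to 2401 (without Tat replicate 3) for Tat against Control, 803 (without Tat-Cocaine replicate 2) to 1252 (without Tat-Cocaine replicate 1) for Tat-Cocaine against Control, 0 (without Cocaine replicate 2) to 900 (without Cocaine replicate 1) for Cocaine against Control. It was 95 (without 4OI replicate 3) to 211 (without 4OI replicate 2) for 4OI against Control, 390 (without Tat-4OI replicate 1) to 1263 (without Tat replicate 3) for Tat-4OI against Tat, 227 (without Tat-Cocaine-4OI replicate 3) to 528 (without Tat-Cocaine replicate 3) for Tat-Cocaine-4OI against Tat-Cocaine. Further, it was 0 (without Tat replicate 1) to 1 (without Tat replicate 3) for Tat-Cocaine against Tat. For Amlexanox the counts were 160 (without Amlexanox replicate 3) to 3003 (without Amlexanox replicate 1) for Amlexanox against Control, 0 (without Tat-Amlexanox replicate 1) to 178 (without Tat replicate 1) for Tat-Amlexanox against Tat, 5 (without Tat-Cocaine replicate 2) to 1317 (without Tat-Cocaine replicate 3) for Tat-Cocaine-Amlexanox against Tat-Cocaine. For Tazemetostat they were 0 (without Control replicate 1) to 0 (without Control replicate 1) for Tazemetostat against Control, 0 (without Tat replicate 2) to 6 (without Tat replicate 3) for Tat-Tazemetostat against Tat, 174 (without Tat-Cocaine-Tazemetostat replicate 2) to 5865 (without Tat-Cocaine replicate 3) for Tat-Cocaine-Tazemetostat against Tat-Cocaine. For Senicapoc they were 0 (without Control replicate 1) to 0 (without Control replicate 1) for Senicapoc against Control, 0 (without Tat replicate 2) to 68 (without Tat replicate 1) for Tat-Senicapoc against Tat, 0 (without Tat-Cocaine replicate 2) to 985 (without Tat-Cocaine replicate 3) for Tat-Cocaine-Senicapoc against Tat-Cocaine. For the difference of 4OI effects the count was 2 (without Tat replicate 2) to 7 (without Tat replicate 1) with and without Tat, and 0 in all 12 fits in Tat-Cocaine and Tat cultures.

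The log2 fold change of Acod1 with 1 library left out was 4.63 (without Tat replicate 2) to 6.30 (without Tat replicate 3) for Tat against Control, 2.54 (without Tat-Cocaine replicate 3) to 4.43 (without Tat-Cocaine replicate 1) for Tat-Cocaine against Control, −5.01 (without Tat replicate 3) to −3.35 (without Tat replicate 2) for Tat-4OI against Tat and −2.46 (without Tat-Cocaine replicate 1) to −0.57 (without Tat-Cocaine replicate 3) for Tat-Cocaine-4OI against Tat-Cocaine. List medians were 0.997 (without 4OI replicate 2) to 1.25 (without 4OI replicate 1) for the Nrf2 list in 4OI against Control, 0.85 (without Tat-4OI replicate 1) to 0.92 (without Tat-4OI replicate 2) for the Nrf2 list in Tat-4OI against Tat, 0.84 (without Tat-Cocaine-4OI replicate 2) to 0.95 (without Tat-Cocaine-4OI replicate 1) for the Nrf2 list in Tat-Cocaine-4OI against Tat-Cocaine, −0.083 (without Control replicate 1) to 0.13 (without Tat replicate 1) for the Nrf2 list in Tat against Control, 1.96 (without Control replicate 1) to 2.35 (without Tat replicate 3) for the cytokine list in Tat against Control, 1.23 (without Tat-Cocaine replicate 2) to 2.07 (without Tat-Cocaine replicate 1) for the cytokine list in Tat-Cocaine against Control, −2.08 (without Tat-4OI replicate 2) to −1.18 (without Tat-4OI replicate 1) for the cytokine list in Tat-4OI against Tat and −1.36 (without Tat-Cocaine replicate 1) to −0.50 (without Tat-Cocaine-4OI replicate 1) for the cytokine list in Tat-Cocaine-4OI against Tat-Cocaine. Correlations and shares were 0.699 (without Tat replicate 3) to 0.773 (without Tat replicate 2) for the correlation of 4OI effects, Tat-4OI against Tat against 4OI against Control, 0.747 (without Tat-Cocaine replicate 3) to 0.922 (without Tat-Cocaine replicate 1) for the correlation of 4OI effects, Tat-4OI against Tat against Tat-Cocaine-4OI against Tat-Cocaine, 0.789 (without Tat-Cocaine replicate 3) to 0.924 (without Tat-Cocaine replicate 1) for the correlation of Tat and Tat-Cocaine effects, 0.907 (without Tat-4OI replicate 1) to 0.962 (without Tat replicate 3) for the share of Tat-raised genes lower in Tat-4OI than Tat and 0.778 (without Tat-Cocaine-4OI replicate 1) to 0.883 (without Tat-Cocaine replicate 2) for the share of Tat-Cocaine-raised genes lower in Tat-Cocaine-4OI than Tat-Cocaine.

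Among single genes that changed sign with 1 library left out, the values were −0.33 (without Tat replicate 3) to 0.13 (without Tat replicate 1) for Gstp1 in Tat against Control (−0.11), −0.10 (without Tat-Cocaine replicate 2) to 0.43 (without Tat-Cocaine replicate 3) for Gstp1 in Tat-Cocaine against Control (0.11), −1.45 (without Tat-Cocaine replicate 1) to 1.15 (without Tat-Cocaine replicate 3) for Cxcl6 in Tat-Cocaine-4OI against Tat-Cocaine (−0.21), −0.13 (without Tat-Cocaine-4OI replicate 1) to 0.30 (without Tat-Cocaine-4OI replicate 2) for Map2 in Tat-Cocaine-4OI against Tat-Cocaine (0.042), −0.67 (without Tat-Cocaine-4OI replicate 2) to 0.021 (without Tat-Cocaine replicate 3) for Vasp in Tat-Cocaine-4OI against Tat-Cocaine (−0.31) and −0.60 (without Tat replicate 3) to 0.15 (without Tat-4OI replicate 1) for Il6 in Tat-4OI against Tat (−0.27), none of them called in the full fit.

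Of the values of 31 results under the alternatives, 294 kept their direction and side of the threshold or stayed within 1.5 times, 69 moved, 1 fell short of the threshold and 1 changed sign, and with libraries left out 148 kept or stayed, 69 moved and 2 changed sign. For Acod1 in 4 comparisons 41 kept their side and 3 fell short, and with libraries left out 19 kept it and 5 fell short. For 131 results of other named genes 1320 kept their side, 61 fell short, 49 came past the threshold and 1 changed sign, and with libraries left out 662 kept it, 122 fell short, 15 came past and 11 changed sign. The edgeR quasi-likelihood and likelihood ratio tests and DESeq2, which were among the alternatives, need whole reads and were not run. The smallest step of a library, 1 read, stood for 0.0334 to 0.0583 CPM, so that for genes near 0.5 CPM (8.58 to 15.0 reads) counting error adds to the spread between cultures.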

Differences from the paper's values

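Tests with voom weights were chosen only after the result was seen, and all other tests were planned.

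The log2 fold change of Acod1 in Tat against Control was 5.35 (SE 0.852), and the paper shows about 6.6 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 CPM (6.32) and leaving out Tat replicate 3 (6.30) bring the value within the error of the paper's, taken as the SE of each alternative itself, and the others do not. In Tat-Cocaine against Control it was 3.40 (SE 0.852), and the paper shows about 4.9 in Fig. 4B, read by eye. A pseudocount of 0.1 CPM (4.28) and leaving out Tat-Cocaine replicate 1 (4.43) bring it within the error, and the other alternatives set before the data were examined do not. In 4OI against Control it was −0.59 (SE 0.852), and the paper shows about −1.5 in Fig. 4D, read by eye, a gap just past the error, within which the value in the authors' deposited table (−1.39) lies. A pseudocount of 0.1 CPM (−1.43) and leaving out Control replicate 1 (−0.82, SE 0.973), 4OI replicate 1 (−0.65, SE 0.983) or 4OI replicate 2 (−0.62, SE 0.983) bring it within the error, which is wider there, and the other alternatives set before the data were examined do not. Voom weights, chosen after the values were seen, give 6.73, 4.69 and −2.26, drop 132 of the 1231, 115 of the 763 and 86 of the 221 genes that the authors' deposited table has past its threshold in these comparisons, of which limma without these weights drops 137, 106 and 91, and lose the calls of Acod1 in Tat-Cocaine and in Tat-4OI. In the authors' deposited table the first 2 values are 6.61 and 4.80. All values are on the log2 scale, and Acod1 is near 0 in Control (0.369 ± 0.224 CPM). The values of Nqo1 in the 3 comparisons with 4OI, of Gstp1 with 4OI alone and of Acod1 in Tat-Cocaine-4OI do not differ from those the paper shows.

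The paper states that 4OI lowered what Tat and Tat-Cocaine had raised for phosphodiesterases and P2 receptors, and what Tat-Cocaine had raised for Vasp, and limma did not call all of them. It names Rac2 and Tgm2 as regulated together with P2Y receptors, without a direction with 4OI. In Tat-4OI against Tat, Pde4b (−1.08, limma FDR 0.0185), Pde5a (−1.03, limma FDR 0.00955), and P2ry2 (−1.51, limma FDR 0.0107) were called lower, as the paper has them, and Tgm2 was called lower too (−2.47, limma FDR 0.0106). The falls of P2rx4 (−0.79, limma FDR 0.0847) and P2ry6 (−1.88, limma FDR 0.0622) were not called, with the direction the paper gives, nor were those of Vasp (−1.33, limma FDR 0.0556) and Rac2 (−1.70, limma FDR 0.0586). Each of these 4 was called in a fit to all 48 libraries, P2ry6 and Rac2 also in a fit to the 2 groups alone, and P2ry6 with voom weights, an alternative chosen after the values were seen. FDRs over 10 alternatives ranged 0.0235 to 0.119 for P2rx4, 0.00671 to 0.0899 for P2ry6, 0.0176 to 0.0850 for Vasp and 0.00571 to 0.0848 for Rac2. With the replicate block, which does not pair these libraries, the limma FDRs were 0.00979, 0.00987, 0.00948 and 0.0125. P2ry6 was called without Tat-4OI replicate 2 (−2.24, FDR 0.0492), Vasp without either of Tat replicate 3 (−1.72, FDR 0.0234) and Tat-4OI replicate 2 (−1.61, FDR 0.0392), and Rac2 without either of Tat replicate 3 (−2.03, FDR 0.0449) and Tat-4OI replicate 2 (−2.07, FDR 0.0406). The authors' deposited table has past its threshold P2ry6 (−1.82, FDR 0.00321), Vasp (−1.39, FDR 0.0228) and Rac2 (−1.66, FDR 0.00529), and not P2rx4 (−0.76, FDR 0.0659). Calls of Pde4b, Pde5a, P2ry2 and Tgm2 that single libraries undo: Pde4b without any one of Tat replicate 2 (−1.03, FDR 0.0855), Tat-4OI replicate 1 (−1.01, FDR 0.0861) and Tat-4OI replicate 3 (−1.07, FDR 0.0663), Pde5a without either of Tat replicate 2 (−0.95, FDR 0.0556) and Tat-4OI replicate 1 (−0.90, FDR 0.0643), P2ry2 without any one of Tat replicate 2 (−1.40, FDR 0.0617), Tat-4OI replicate 1 (−1.35, FDR 0.0676) and Tat-4OI replicate 3 (−1.43, FDR 0.0526), and Tgm2 without either of Tat replicate 2 (−2.16, FDR 0.0688) and Tat-4OI replicate 1 (−2.100, FDR 0.0722).

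For Tat-Cocaine-4OI against Tat-Cocaine, the paper states a fall of these phosphodiesterases, P2 receptors and Vasp, and limma called none of Pde4b (−0.92, limma FDR 0.0619), Pde5a (−0.66, limma FDR 0.114), P2rx4 (−0.25, limma FDR 0.690), P2ry2 (−1.17, limma FDR 0.0627), P2ry6 (−1.11, limma FDR 0.353) and Vasp (−0.31, limma FDR 0.753; 0.02 without Tat-Cocaine replicate 3), nor Rac2 (−1.18, limma FDR 0.256) or Tgm2 (−1.19, limma FDR 0.260), all lower. Pde4b was called in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0206 to 0.0967). P2ry2 was called there, with voom weights, and without Tat-Cocaine-4OI replicate 2 (−1.49, FDR 0.0211), with limma FDRs over 10 alternatives 0.0108 to 0.226. With the replicate block, which does not pair these libraries, P2ry2 (FDR 0.0253) and Tgm2 (FDR 0.0294) were called by limma. The authors' deposited table has Pde4b past its threshold (−0.96, FDR 0.00397) and not P2ry2 (−1.21, FDR 0.318), P2ry6 (−0.99, FDR 0.625), Rac2 (−1.08, FDR 0.355) or Tgm2 (−1.09, FDR 0.487). The paper also has Vasp raised by Tat-Cocaine, and Pde5a and P2ry6 raised by Tat and by Tat-Cocaine. Vasp rose with Tat-Cocaine without being called (1.27, limma FDR 0.0626), except in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0236 to 0.0896), with the replicate block (limma FDR 0.0114) and without Tat-Cocaine replicate 1 (1.55, FDR 0.0439). The authors' table has 1.32, FDR 0.0498. P2ry6 with Tat-Cocaine (1.94, limma FDR 0.0516) was called with the block (limma FDR 0.00762), in a fit to all 48 libraries, after quantile normalization and with voom weights (limma FDRs over 10 alternatives 0.00468 to 0.0747), and in the authors' table (1.95, FDR 0.00271). With Tat, P2ry6 was called by limma (2.63, FDR 0.00745), as the paper has it. Pde5a rose without being called with Tat (0.59, limma FDR 0.0841; authors' table 0.57, FDR 0.418) and with Tat-Cocaine (0.30, limma FDR 0.439). The rise with Tat was called in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0493 to 0.128) and without Tat replicate 3 (0.76, FDR 0.0417).

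The paper sets its RNA-seq data beside secreted cytokines that rose with Tat and Tat-Cocaine and fell with 4OI. Il1a and Il1b were called by limma in this direction in Tat and Tat-4OI, and Il1b also rose with Tat-Cocaine (3.13, limma FDR 0.00482). Ccl3 rose with Tat (2.25, limma FDR 0.0197), and its fall in Tat-4OI was not called (−1.88, limma FDR 0.0651), except in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0133 to 0.0951), with the replicate block (limma FDR 0.0166), which does not pair these libraries, and without Tat replicate 3 (−2.41, FDR 0.0322). The authors' table has it past the threshold (−2.02, FDR 0.0132). Rises with Tat-Cocaine were not called for Il1a (1.43, limma FDR 0.0939) or Ccl3 (1.44, limma FDR 0.154), of which Il1a was called with the block (limma FDR 0.0103) and in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0132 to 0.160), and both were called without Tat-Cocaine replicate 1 (2.00 and 2.11, limma FDRs 0.0210 and 0.0361). Falls in Tat-Cocaine-4OI were not called for Il1a (−0.79, limma FDR 0.460), Il1b (−1.30, limma FDR 0.291) or Ccl3 (−0.70, limma FDR 0.606). Il6 was not called by limma with Tat (1.51, FDR 0.107), Tat-Cocaine (0.97, FDR 0.355), Tat-4OI (−0.27, limma FDR 0.800; 0.15 without Tat-4OI replicate 1) or Tat-Cocaine-4OI, where it was higher (1.02, limma FDR 0.415). Its rise with Tat was called in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0333 to 0.182). Tnf was under the minimum of 0.5 CPM. The paper counts Acod1 among the genes that 4OI lowered most in Tat and in Tat-Cocaine cultures. It held rank 4 from the lowest of 15609 genes in Tat-4OI (−4.06, limma FDR 0.00843). In Tat-Cocaine-4OI Acod1 held rank 166 (−1.43, limma FDR 0.413, and 0.327 to 0.578 over 10 alternatives), where the authors' table has −1.96, FDR 0.9303. The direction is that of the paper's qPCR, which has lower Acod1 with 4OI, with or without cocaine, than in cultures given Tat alone.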

Other observations

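Tests chosen only after the result was seen are those with voom weights (1 of the 10 alternatives), the other splits of the libraries, the scores of single libraries, the leading component of the spread, the oligodendrocyte genes without 1 library and the authors' log CPM, whereas the list tests, the tests of named genes and those of microglia number, scaling, other compounds and stress were planned.

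Other splits of the 6 libraries were counted for the comparisons of the paper, each with 10 splits, the real one included, which is too few for chance to be excluded. As many genes as in the real split were called by limma in 1 split for Tat, Tat-Cocaine, 4OI, Tat-4OI and Tat-Cocaine-4OI, in 3 for Cocaine (up to 743 genes, against 1) and in 2 for Tat-Cocaine against Tat (up to 451, against 2). For Tat-Cocaine and 4OI against Control, whose libraries the numbers were taken to pair, 4 splits part all 3 pairs. Of these the real one alone gave as many genes, while the other 6 part 1 pair. List medians as far from 0 were found in 1 split for the Nrf2 list with 4OI alone, in Tat-4OI and in Tat-Cocaine-4OI, in 4 for the Nrf2 list with Tat, and for the cytokine list in 1 with Tat, 2 with Tat-Cocaine, 1 in Tat-4OI and 3 in Tat-Cocaine-4OI.

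Fewer microglia are an open explanation for the fall of inflammatory genes with 4OI in Tat cultures, since the list of 13 myeloid genes fell too. Its median was −1.13 in Tat-4OI (camera FDR 6.84e-05, fry FDR 0.122, 13 of 13 genes lower) and −1.08 in Tat-Cocaine-4OI (camera FDR 1.72e-05, fry FDR 0.186; −1.63 without Tat-Cocaine-4OI replicate 2). Library scaling is argued against, with a cytokine median of −1.46 in Tat-4OI under the weaker of the other 2 scalings. The paper's discussion reports more microglia with 4OI in control and Tat cultures and fewer in Tat-Cocaine cultures, counted in images. Its abstract has more microglia with 4OI in cultures given Tat and cocaine. The legend of its microglia figure gives the change in Tat-Cocaine cultures as not significant at either 4OI dose. More myeloid cells with 4OI alone are argued against at the level of RNA, where the myeloid list had a median of −0.41 (camera FDR 0.0127, fry FDR 0.682, 13 of 13 genes lower), although a lower RNA content of each cell was not tested. That call was lost without any one of 4OI replicate 1 (−0.23, FDR 0.128), 4OI replicate 3 (−0.27, FDR 0.103) and Control replicate 2 (−0.18, FDR 0.151), and the median was −0.81 without 4OI replicate 2. The myeloid list was higher with Tat (1.01, camera FDR 0.00375, fry FDR 0.192). With Tat-Cocaine (0.49, camera FDR 0.0798, fry FDR 0.573) it was called with the replicate block, which pairs these libraries (camera FDR 0.0277), and without either of Control replicate 2 (0.69, FDR 0.0196) and Tat-Cocaine replicate 2 (0.58, FDR 0.0176). With Cocaine (0.35, camera FDR 0.0941) it was called without either of Cocaine replicate 1 (0.76, FDR 0.00474) and Control replicate 2 (0.53, FDR 0.00732). It was lower in Tat-Cocaine than in Tat (−0.49, camera FDR 0.0157, fry FDR 0.637), lost without either of Tat replicate 2 (−0.25, FDR 0.281) and Tat-Cocaine replicate 2 (−0.23, FDR 0.199). For the difference of 4OI effects with and without Tat its median was −0.73 (camera FDR 0.0180, fry FDR 0.606), lost without any one of 4OI replicate 2 (−0.41, FDR 0.355), Control replicate 1 (−0.51, FDR 0.0580), Control replicate 3 (−0.76, FDR 0.0810), Tat replicate 2 (−0.48, FDR 0.133) and Tat-4OI replicate 3 (−0.49, FDR 0.177).

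Aif1, the gene of Iba1, was not called in any comparison: with Tat 1.65, limma FDR 0.120, with Tat-Cocaine 0.76, limma FDR 0.549, with 4OI −0.75, limma FDR 0.841, in Tat-4OI −1.62, limma FDR 0.149 and in Tat-Cocaine-4OI −0.96, limma FDR 0.515. Its rise with Tat was called in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0452 to 0.166). Itgam rose with Tat (1.62, limma FDR 0.0312), a call lost without any one of Control replicate 1 (1.48, FDR 0.115), Control replicate 3 (1.56, FDR 0.0779), Tat replicate 1 (1.75, FDR 0.0561) and Tat replicate 2 (1.34, FDR 0.158). It was not called with Tat-Cocaine (1.03, limma FDR 0.198) except with the replicate block, which pairs these libraries (limma FDR 0.0488), and not with 4OI (−0.83, limma FDR 0.613), in Tat-4OI (−1.20, limma FDR 0.127) or in Tat-Cocaine-4OI (−0.98, limma FDR 0.3004). The fall in Tat-4OI was called in a fit to all 48 libraries (limma FDRs over 10 alternatives 0.0330 to 0.174). The list of homeostatic microglia was called in Tat-4OI alone (−0.69, camera FDR 0.0406, fry FDR 0.372), a call lost without either of Tat replicate 2 (−0.41, FDR 0.143) and Tat-4OI replicate 3 (−0.52, FDR 0.112). With Tat its median was −0.30 but its mean 0.06 (camera FDR 0.882). It was called with 4OI (−0.26, camera FDR 0.168) without either of 4OI replicate 2 (−0.52, FDR 0.00448) and Control replicate 1 (−0.59, FDR 0.0190), with Tat-Cocaine (−0.59, camera FDR 0.183) without Control replicate 1 (−0.75, FDR 0.0318), and in Tat-Cocaine-4OI (−0.38, camera FDR 0.234) without either of Tat-Cocaine replicate 2 (−0.71, FDR 0.0369) and Tat-Cocaine-4OI replicate 2 (−0.85, FDR 0.0156). In Tat-Cocaine against Tat (−0.42, camera FDR 0.0691) it was called without any one of Tat replicate 3 (−0.71, FDR 0.0350), Tat-Cocaine replicate 1 (−0.40, FDR 0.0194) and Tat-Cocaine replicate 3 (−0.76, FDR 0.0334).

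An effect that all the compounds share is argued against for the fall of Acod1 with 4OI in Tat cultures. Acod1 was lower in Tat-4OI than in Tat-Tazemetostat cultures (−3.58, limma FDR 0.00372). The differences from Tat-Amlexanox (−2.28, limma FDR 0.0586) and Tat-Senicapoc (−2.51, limma FDR 0.0515) were not called. Partial falls with Amlexanox (−1.78 against Tat, limma FDR 0.355) and Senicapoc (−1.55, limma FDR 0.308) were not called either and stay open, and Tazemetostat raised Acod1 in Tat-Cocaine cultures (2.57, limma FDR 0.0229). The highest median of the Nrf2 list with another compound alone was 0.016, with Tazemetostat. A general stress response shared with Amlexanox, which alone changed 1804 genes by limma, is thus argued against for this list. Tazemetostat and Senicapoc alone changed 0 genes by limma, so their medians cannot decide the question. A stress response to the dose of 4OI (250 µM, against 25 µM of Amlexanox) stays open. So does one to DMSO, the solvent of the 4OI stock in the paper, since no group is labelled as given DMSO alone. Electrophile stress beyond Nrf2 cannot be told apart from an effect on Nrf2 alone: the ATF4 stress list, whose members went both ways, had a median of 0.025 with 4OI (camera FDR 0.636), or −0.01 after median ratio rescaling. In no comparison was the ATF4 list called, except for Cocaine without Cocaine replicate 3 (−0.24, FDR 0.0440) and for Tat-Cocaine against Tat (camera FDR 0.0798) without either of Tat replicate 2 (0.10, FDR 0.0267) and Tat-Cocaine replicate 3 (0.19, FDR 0.0110). The heat shock list was higher with 4OI alone (0.11, camera FDR 0.0169, fry FDR 0.000138), in Tat-4OI (0.19, camera FDR 0.00129, fry FDR 1.84e-06) and in Tat-Cocaine-4OI (0.29, camera FDR 1.93e-05, fry FDR 2.02e-07), the first of these lost without 4OI replicate 1 (0.10, FDR 0.0505) and after quantile normalization (0.09, camera FDR 0.108). With Tat (−0.10, camera FDR 0.178, fry FDR 0.0114) and Tat-Cocaine (−0.12, camera FDR 0.234, fry FDR 0.0187) fry alone called it lower. A part of the response to 4OI may be one to electrophile stress, for which 0.025 over the ATF4 list and the heat shock medians are the values at hand.

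Lists of cell types moved as well. The neuron list was lower with Tat (−0.52, camera FDR 0.00486, fry FDR 0.416, 16 of 16 genes lower), lost without either of Control replicate 1 (−0.38, FDR 0.0548) and Tat replicate 2 (−0.27, FDR 0.115), and lower with Cocaine (−0.74, camera FDR 1.88e-09, fry FDR 0.186), with −1.28 without Cocaine replicate 1, −0.49 without Cocaine replicate 2 and −0.49 without Cocaine replicate 3. It was higher in Tat-4OI than in Tat (0.58, camera FDR 0.00179, fry FDR 0.354, 16 of 16 genes higher), lost without Tat replicate 2 (0.27, FDR 0.0755), and higher in Tat-Cocaine than in Tat (0.25, camera FDR 0.00844, fry FDR 0.769), lost without either of Tat replicate 2 (0.05, FDR 0.778) and Tat-Cocaine replicate 1 (0.19, FDR 0.0523). It was not called with 4OI (0.02, camera FDR 0.847), with Tat-Cocaine (−0.23, camera FDR 0.155) except without Control replicate 3 (−0.36, FDR 0.0422), or in Tat-Cocaine-4OI (−0.18, camera FDR 0.168) except without either of Tat-Cocaine replicate 3 (−0.29, FDR 0.0471) and Tat-Cocaine-4OI replicate 1 (−0.38, FDR 0.00974). The effect of 4OI on it differed with and without Tat (0.56, camera FDR 0.000343, fry FDR 0.573; 0.27 without Tat replicate 2) and between Tat-Cocaine and Tat cultures (−0.79, camera FDR 4.05e-06, fry FDR 0.359; −0.49 without Tat-Cocaine-4OI replicate 2). The astrocyte list was lower with Tat (−0.33, camera FDR 0.00346, fry FDR 0.00429) and Tat-Cocaine (−0.39, camera FDR 8.63e-05, fry FDR 0.000790) and higher in Tat-Cocaine-4OI (0.33, camera FDR 0.000210, fry FDR 0.00451; 0.50 without Tat-Cocaine-4OI replicate 2). It was not called with Cocaine (−0.06), with 4OI (0.21, camera FDR 0.102) except without Control replicate 3 (0.26, FDR 0.0439), or in Tat-4OI (0.27, camera FDR 0.0675) except without either of Tat replicate 1 (0.36, FDR 0.0234) and Tat-4OI replicate 1 (0.26, FDR 0.0472).

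The cholesterol synthesis list was lower with Tat (−0.24, camera FDR 0.000379, fry FDR 0.106; −0.37 without Control replicate 3), Tat-Cocaine (−0.50, camera FDR 1.43e-06, fry FDR 0.0247) and Cocaine (−0.35, camera FDR 7.45e-10, fry FDR 0.0574; −0.54 without Cocaine replicate 1), and higher with 4OI (0.51, camera FDR 1.10e-14, fry FDR 0.00536), in Tat-4OI (0.47, camera FDR 4.88e-09, fry FDR 0.00531) and in Tat-Cocaine-4OI (0.43, camera FDR 6.17e-09, fry FDR 0.0146). The interferon list was higher with Tat (1.08, camera FDR 0.000615, fry FDR 0.196) and Tat-Cocaine (1.0499, camera FDR 0.000605, fry FDR 0.307), each lost without Control replicate 1 (0.46, camera FDR 0.129 and 0.24, camera FDR 0.271), with 2.00 and 1.73 without Control replicate 2. With Cocaine (−0.28, camera FDR 0.168) it was called without any one of Cocaine replicate 2 (−0.67, FDR 2.29e-05), Control replicate 1 (−1.08, FDR 4.44e-11) and Control replicate 2 (0.47, FDR 0.000585). The immediate-early list was lower with Cocaine (−0.73, camera FDR 0.000210, fry FDR 0.133; −1.12 without Cocaine replicate 1 and −0.36 without Cocaine replicate 2) and higher with 4OI (0.53, camera FDR 0.000372, fry FDR 0.0825; 0.83 without 4OI replicate 2, 0.33 without 4OI replicate 3, 0.82 without Control replicate 1 and 0.28 without Control replicate 3). In Tat-Cocaine-4OI (−0.78, camera FDR 0.0613) it was called without either of Tat-Cocaine replicate 1 (−0.84, FDR 0.0156) and Tat-Cocaine-4OI replicate 3 (−0.82, FDR 0.0450). With and without Tat the effect of 4OI on it differed (−0.73, camera FDR 0.00515), lost without Control replicate 3 (−0.60, FDR 0.0784). Senicapoc alone raised it (0.76, camera FDR 1.16e-08, fry FDR 0.00775).

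Oligodendrocyte genes were higher with Cocaine (2.15, camera FDR 1.93e-05, fry FDR 0.299, 10 of 10 genes higher), and their median was 0.72 without Cocaine replicate 3, 3.22 without Cocaine replicate 2 and 1.42 without Control replicate 3. Most of this rise may come from 1 library, Cocaine replicate 3, a hypothesis the value of 0.72 goes with. So do the mean scores over the list, 10.0 in Cocaine replicate 3 against 6.11 and 5.30 in the other Cocaine libraries. Control libraries lay at 6.32, 5.16 and 3.33. The list of oligodendrocyte precursors was higher too (0.67, camera FDR 0.000380, fry FDR 0.0574; 0.35 without Cocaine replicate 3), and neither list was called in the other comparisons of the paper. Across the 48 libraries the leading component of the spread within groups held 39.1% of the variance. Against 10000 random lists the median loading of the myeloid list lay at percentile 100, of the cytokine list at 100, of the astrocyte list at 64.5, and of the neuron and oligodendrocyte lists at 0. Culture make-up may thus account for much of the spread between replicates, as a hypothesis.

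Cocaine replicate 1 and Tat-Cocaine replicate 3 stood at the immediate-early level of libraries without cocaine, with mean scores over the list of 4.03 against 2.69 and 2.85 in the other Cocaine libraries, and 4.05 against 3.37 and 3.43 in the other Tat-Cocaine libraries. Control libraries lay at 4.24, 3.94 and 3.62 and Tat libraries at 4.17, 3.61 and 3.77. Npas4 stood at 10.2 CPM in Cocaine replicate 1 (others 1.06 and 0.282) and 8.09 CPM in Tat-Cocaine replicate 3 (others 2.34 and 2.09). A score over the other genes that cocaine changed was 0.47 in Tat-Cocaine replicate 3 (others 0.12 and 0.21) and 0.03 in Cocaine replicate 1 (others 0.44 and 0.34), where Control libraries gave −0.14, 0.01 and 0.25 and Tat libraries 0.37, 0.46 and 0.15. Wrong labels and a weak response to cocaine cannot be told apart, since these scores overlap between cultures with and without cocaine. Fewer neurons in Cocaine replicates 2 and 3 stay open too, with neuron scores of 6.70 and 6.64 against 8.07 in replicate 1. Control libraries had neuron scores of 8.20, 7.82 and 7.62. In Tat-Cocaine cultures this went the other way, with 7.39 in replicate 3 against 7.77 and 7.67. The labels were kept. Without Cocaine replicate 1 limma called 900 genes with Cocaine in place of 1, and the neuron list had a median of −1.28. Culture make-up and a response to cocaine cannot be told apart for these genes.

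Map2 was not called by limma in any comparison with Tat or 4OI (−0.58, limma FDR 0.139 with Tat, −0.35, limma FDR 0.432 with Tat-Cocaine, 0.57, limma FDR 0.173 in Tat-4OI and 0.04, limma FDR 0.956 in Tat-Cocaine-4OI, the last −0.055 after quantile normalization, −0.00 without Tat-Cocaine replicate 3, −0.13 without Tat-Cocaine-4OI replicate 1 and −0.04 without Tat-Cocaine-4OI replicate 3). Gfap was lower with Tat (−0.70, limma FDR 0.0599) and Tat-Cocaine (−0.50, limma FDR 0.220) and higher in Tat-4OI (0.71, limma FDR 0.0768), none of them called, and higher in Tat-Cocaine-4OI (0.89, limma FDR 0.0487), which was called. With Tat it was called in 5 of 10 alternatives with limma FDRs of 0.00494 to 0.163 and without Tat replicate 1 (−0.92, FDR 0.0285), with Tat-Cocaine in 1 of 10 alternatives with limma FDRs of 0.0391 to 0.405, and in Tat-4OI in 1 of 10 alternatives with limma FDRs of 0.0262 to 0.188 and without Tat replicate 1 (0.93, FDR 0.0450). The call in Tat-Cocaine-4OI was lost in 4 of 10 alternatives with limma FDRs of 0.0268 to 0.257 and without any one of Tat-Cocaine replicate 1 (0.87, FDR 0.135), Tat-Cocaine replicate 2 (0.80, FDR 0.175), Tat-Cocaine replicate 3 (1.01, FDR 0.0511), Tat-Cocaine-4OI replicate 1 (0.80, FDR 0.126) and Tat-Cocaine-4OI replicate 3 (0.70, FDR 0.215). Il10 rose with Tat (1.02, limma FDR 0.0251), lost without either of Control replicate 1 (0.93, FDR 0.0967) and Control replicate 3 (1.0534, FDR 0.0527), and fell in Tat-4OI (−1.13, limma FDR 0.0234), lost without any one of Tat-4OI replicate 1 (−1.18, FDR 0.0709), Tat-4OI replicate 2 (−1.11, FDR 0.0516) and Tat-4OI replicate 3 (−1.11, FDR 0.0847). It was not called with Tat-Cocaine (0.65, limma FDR 0.174) or in Tat-Cocaine-4OI (−0.63, limma FDR 0.258). Ccl2 rose with Tat (4.89, limma FDR 0.000131) and Tat-Cocaine (4.52, limma FDR 0.000363). Its fall was not called in Tat-Cocaine-4OI (−1.20, limma FDR 0.357) or in Tat-4OI (−2.01, limma FDR 0.0653), where it was in 2 of 10 alternatives with limma FDRs of 0.0289 to 0.0943 and without Tat-4OI replicate 2 (−2.496, FDR 0.0399). Cxcl6 rose with Tat (6.24, limma FDR 0.00170), lost in 1 of 10 alternatives with limma FDRs of 1.94e-06 to 0.138, and with Tat-Cocaine (5.22, limma FDR 0.00822), lost in 2 of 10 alternatives with limma FDRs of 5.35e-05 to 0.247. Its fall was not called in Tat-4OI (−3.01, limma FDR 0.110) except in 1 of 10 alternatives with limma FDRs of 0.0158 to 0.203, nor in Tat-Cocaine-4OI (−0.21, limma FDR 0.949), where it was 1.15 without Tat-Cocaine replicate 3 and 0.69 without Tat-Cocaine-4OI replicate 1. The log CPM in the authors' table is never under 0.9998, and it lies within 0.0129 of log2(mean CPM + 2) for all genes above 0. This is what a model fitted to CPM values in place of reads would give, a hypothesis about the deposited columns that goes no further than this value.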
